# Long-term statins administration exacerbates diabetic nephropathy via ectopic fat deposition in diabetic mice

**DOI:** 10.1038/s41467-023-35944-z

**Published:** 2023-01-24

**Authors:** Tong-sheng Huang, Teng Wu, Yan-di Wu, Xing-hui Li, Jing Tan, Cong-hui Shen, Shi-jie Xiong, Zi-qi Feng, Sai-fei Gao, Hui Li, Wei-bin Cai

**Keywords:** End-stage renal disease, Fatty acids, Diabetes, Drug safety

## Abstract

Statins play an important role in the treatment of diabetic nephropathy. Increasing attention has been given to the relationship between statins and insulin resistance, but many randomized controlled trials confirm that the therapeutic effects of statins on diabetic nephropathy are more beneficial than harmful. However, further confirmation of whether the beneficial effects of chronic statin administration on diabetic nephropathy outweigh the detrimental effects is urgently needed. Here, we find that long-term statin administration may increase insulin resistance, interfere with lipid metabolism, leads to inflammation and fibrosis, and ultimately fuel diabetic nephropathy progression in diabetic mice. Mechanistically, activation of insulin-regulated phosphatidylinositol 3-kinase/protein kinase B/mammalian target of rapamycin signaling pathway leads to increased fatty acid synthesis. Furthermore, statins administration increases lipid uptake and inhibits fatty acid oxidation, leading to lipid deposition. Here we show that long-term statins administration exacerbates diabetic nephropathy via ectopic fat deposition in diabetic mice.

## Abstract (web summary)

Huang et al. investigated the effects of long-term statins administration in a mouse model for diabetes and found that it can worsen insulin resistance, renal inflammation and fibrosis. Statins increased renal lipid uptake and inhibited fatty acid oxidation, contributing to diabetic nephropathy.

## Introduction

According to the International Diabetes Federation, it was estimated that in 2021 there were 537 million people with diabetes worldwide. These figures are expected to increase to 783 million by 2045^1^. Diabetes has become a serious global public health problem. In China and elsewhere, diabetic nephropathy (DN) is a chronic progressive disorder that can lead to end-stage renal disease and result in kidney replacement therapy. DN has become more common than chronic kidney disease (CKD) related to glomerulonephritis in both the general population and a hospitalized urban population in China^2^.

It has long been known that individuals with type 2 diabetes mellitus (T2DM) are prone to concurrent hyperlipidemia and almost invariably develop a serious breakdown in lipid dynamics, with elevated levels of circulating free fatty acids (FFAs), cholesterol (CHOL) and triglycerides (TG), along with excessive deposition of fat in various tissues, such as liver, kidney, and muscle^3^. Lipid deposition in nonadipose tissues is known as ectopic fat deposition (EFD)^4^. Hyperlipidemia can result in a progressive decline in kidney function accompanied by albuminuria and a decrease in the glomerular filtration rate (GFR) through the activation of multiple intracellular and biochemical pathways that collectively contribute to the development of glomerulosclerosis, endothelial dysfunction, oxidative stress, mesangial expansion, podocyte loss and albuminuria, and tubulointerstitial damage^5^. Therefore, it is important to control blood lipids in patients with T2DM. Lipid management in patients with T2DM needs to be more stringent than that in nondiabetic patients. According to Kidney Disease: Improving Global Outcomes Clinical Practice Guideline for Lipid Management in CKD, statins treatment has been recommended for lipid management in CKD^6^. In 2019, the guidelines for the management of dyslipidemia issued by the European Society of Cardiology and European Atherosclerosis Society noted that patients with T2DM who were at very-high risk were recommended to take statins, and the evidence-based level was 1A^7^. According to statistics, 63% of those with diagnosed diabetes reported taking prescription CHOL-lowering medications, which were mainly statins therapy, and the number continues to rise^8^.

For a long time, many randomized controlled trials (RCTs) have shown that lowering low-density lipoprotein (LDL) CHOL with statins could safely benefit a wide range of high-risk patients and reduce coronary mortality and morbidity in high-risk patients^9,10^. However, the effects of statins on DN progression remain controversial. Especially in recent years, a large number of studies have reported that statins can exacerbate insulin resistance and interfere with glucose metabolism, and statins users have an increased risk of developing new-onset type 2 diabetes^11^. Although several trials have evaluated the effects of statins on kidney disease outcomes and whether statins could lower the mortality and risk of cardiovascular disease^12^, for patients with DN, long-term statins administration may interfere with glucose metabolism and increase insulin resistance, thereby further affecting the progression and prognosis of DN. In recent years, some large-scale RCTs have confirmed that statins therapy did not slow kidney disease progression within 5 years in a wide range of patients with CKD^13^. More importantly, statins with high CHOL-lowering efficacy might increase the risk for developing severe renal failure^14^. Among adolescents with type 1 diabetes, statins therapy over a period of 2–4 years could increase hyperglycemia and diabetic ketoacidosis among adolescents^15^. Therefore, the effects of long-term statins administration on the progression of DN remain controversial. It may be too soon to determine whether long-term statins administration ameliorates the adverse effects of insulin resistance and hyperglycemia exposure.

Based on a large number of clinical trials and basic research, most researchers believe that statins have a protective effect on DN. It should be emphasized that all of the trials and basic research were short in duration and that no data on long-term statins administration for diabetes are available from trials lasting longer than 10 years. Until recently, a retrospective matched-cohort study with 12 years of data on patients with diabetes found that statin use was associated with diabetes progression, including a greater likelihood of insulin treatment initiation, significant hyperglycemia, acute glycemic complications, and an increased number of prescriptions for glucose-lowering medication classes^16^. This finding reminds us that whether the beneficial effects of long-term statins administration on DN outweigh the detrimental effects is unclear.

In this work, we used three kinds of diabetic mice (*db/db* mice, KK-Ay mice and STZ-induced diabetic mice), used two kinds of statins (atorvastatin and rosuvastatin) and two doses of drugs (5 mg kg^−1^ and 10 mg kg^−1^ atorvastatin) to observe the effects of long-term statins administration on DN. Unexpectedly, we found that long-term statins administration accelerated DN progression. Mechanistically, long-term statins administration not only activated the insulin-regulated Phosphatidylinositol 3-kinase (PI3K)/protein kinase B (Akt)/mammalian target of rapamycin (mTOR) signaling pathway, leading to increased renal fatty acid synthesis, but also increase lipid uptake in the kidney and inhibited fatty acid oxidation (FAO), leading to EFD in the kidney.

## Results

### Basis for the dose and duration of statins administration in mice

Our study mainly used *db/db* mice, and STZ-induced diabetic mice and KK-Ay diabetic mice were used in replicate experiments to validate the results, as described in the schematic diagram (Fig. 1a). The administration time was determined by measuring the UACR and urinary KIM-1 levels (Fig. 2m, n). Based on the results, the endpoint of the experiment was a 50-week duration of diabetes. We not only regularly tested urinary hemoglobinuria (Supplementary Fig. 1), but also serum CK-MB and myoglobin in the mice at the end of the experiment (Supplementary Table 1), and ruled out that the mice had statin-associated muscle pain (myalgia) and needed to be stopped early. As previously suggested, 5 and 10 mg kg^−1^ atorvastatin and 20 mg kg^−1^ rosuvastatin have been repeatedly demonstrated to be effective in lowering lipids in mice^17–19^. According to the literature, our dose produces plasma concentrations that are far lower than those achieved after oral administration of common doses of atorvastatin in humans^20,21^. In addition, we used the classic high-fat diet (HFD) mouse model and apolipoprotein E (ApoE) ^*−/−*^ HFD mouse model to determine that 5 and 10 mg kg^−1^ atorvastatin and 20 mg kg^−1^ rosuvastatin could significantly reduce blood CHOL, while the lower dose of 3 mg kg^−1^ had no significant CHOL-lowering effects (Supplementary Figs. 2 and 3). Overall, we determined that the doses of the two statins were safe and effective.

**Fig. 1:**
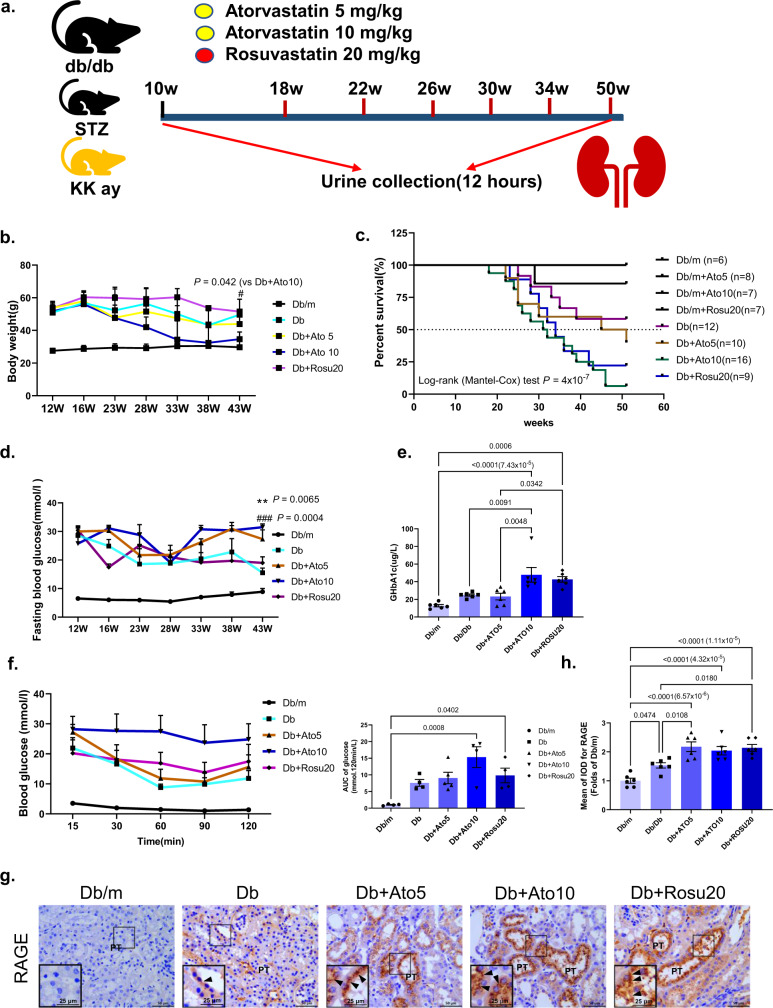
Long-term statins administration worsens insulin resistance in *db/db* mice. All mice were ~50 weeks old. **a** Schematic diagram showing the procedure of long-term administration of statins for *db/db* mice. **b** Body weight. For 12 weeks, *n* = 6 biologically independent mice in Db/m group, *n* = 13 in Db group, *n* = 10 in Db + Ato5 group, *n* = 16 in Db + Ato10 group, *n* = 9 in Db + Rosu20 group. But over time, some of the mice gradually lost weight and died. By 43W, *n* = 6 biologically independent mice in Db/m group, *n* = 6 in Db group, *n* = 5 in Db + Ato5 group, *n* = 3 in Db + Ato10 group, *n* = 3 in Db + Rosu20 group. For specific values see as a “Source Data file”. **c** Kaplan–Meier survival curves of *db/db* mice after long-term administration of statin. Log-rank (Mantel–Cox) test was used for the analysis of statistical significance. Exact *p* value = 4 × 10^−7^. **d** Measurements of fasting blood glucose. *n* = 4 per time point. Significance **p < 0.01 compared with Db + Ato5 group, ^###^*p* < 0.001 compared with Db + Ato10 group; **e** GHbA1c levels. *n* = 6 in each group. **f** ITT and AUC for *db****/****db* mice at 40 weeks. *n* = 4 per time point, and *n* = 5 per time point i*n* Db + Ato5 group. **g** Immunohistochemical images of the RAGE in kidney sections. RAGE positive staining was mainly localized in the plasma membrane domains, and arrows represent RAGE expression in the cytoplasm of renal tubular epithelial cells^47^. Original magnification ×400. Scale bar: 50 µm. All image part of the kidney was cortex. Renal structures indicated as proximal tubule (PT). **h** Quantitative analysis of expression of RAGE. *n* = 6 in each group. Data are expressed as means ± SEM (**b**, **d**, **e**, **f**, **h**). Significance tests were two-tailed, one-way ANOVA followed by Tukey’s test was performed (**b**, **d**–**f**, **h**). Source data are provided as a Source Data file.

However, there might be a survivor bias, given that the mice were administered statins for 40 weeks, and at this timepoint were <25% of the original statins treated cohort survived. To rule out survivor bias, we added short-term administration experiments, ~10 weeks of statins administration, and measured GFR and kidney damage in the mice. As shown in Supplementary Fig. 4, short-term statins treatment reduced the survival rate of mice (a) and resulted in certain degree of renal injury (b–g). Therefore, we believe that survivor bias may not be the main determinant factor for us to analyze and consider the aggravated renal injury caused by long-term statins treatment in *db/db* mice.

### Long-term statins administration worsens insulin resistance and increases mortality in *db/db* mice

We found that *db/db* mice gradually lost weight after statins administration, and with time, *db/db* mice in the statins administration groups began to show significant increases in mortality, whereas no increase in mortality was observed in *db/m* mice that were given statins at the same time (Fig. 1b, c). Subsequently, we found that the fasting blood glucose (FBG) levels of *db/db* mice in the statin groups were significantly elevated at the end of administration (Fig. 1d), and further testing revealed that GHbA1c was also markedly elevated in the Db + ATO10 and Db + Rosu20 groups (Fig. 1e). The effect on insulin resistance was evaluated by ITT assays, and both statins administration groups showed significant exacerbation of insulin resistance compared to the Db group (Fig. 1f). RAGE expression was assessed by immunohistochemical staining, and the results showed that long-term statins administration notably increased renal AGEs levels (Fig. 1g, h). Collectively, these data suggest that long-term statins administration leads to insulin resistance, exacerbates blood glucose control, and increases the mortality of diabetic mice.

### Long-term statins administration worsens renal injury in *db/db* mice

Representative images of *db/db* mouse kidneys were examined, and the kidneys in the statin groups showed atrophy and deformation (Fig. 2a). Representative images of periodic acid schiff (PAS) staining showed typical pathological changes in glomeruli in the statin groups, such as glomerular hypertrophy, visible glomerular mesangial expansion and glomerular basement membrane (GBM) thickening (Fig. 2b, g, h). Moreover, we observed the same pathological changes in KK-ay diabetic mice and STZ-induced diabetic mice (Supplementary Figs. 5b and 6b). The transmission electron microscopy (TEM) results further showed fusion of glomerular podocyte pedicles and glomerular basement thickening (Fig. 2c). We observed periodic acid-silver methenamine (PASM) staining and found that the glomerular capillary basement membrane in the statins administration groups was significantly thickened, part of the basement membrane was broken, capillary loops were expanded, and the mesangial matrix was expanded (Fig. 2d). In addition, the statins groups showed increased diabetes-induced podocyte loss (Fig. 2e, i); at the molecular level, the podocyte-associated protein, Nephrin was significantly downregulated, compared to that in the Db group (Fig. 2f, j). PAS and Masson staining showed no significant pathological changes in *db/m* mice after long-term statins administration (Supplementary Fig. 7a, b). Therefore, we no longer examine the kidney of *db/m* mice after long-term statins administration, and *db/m* mice without statins treatment were used as the control group.

**Fig. 2:**
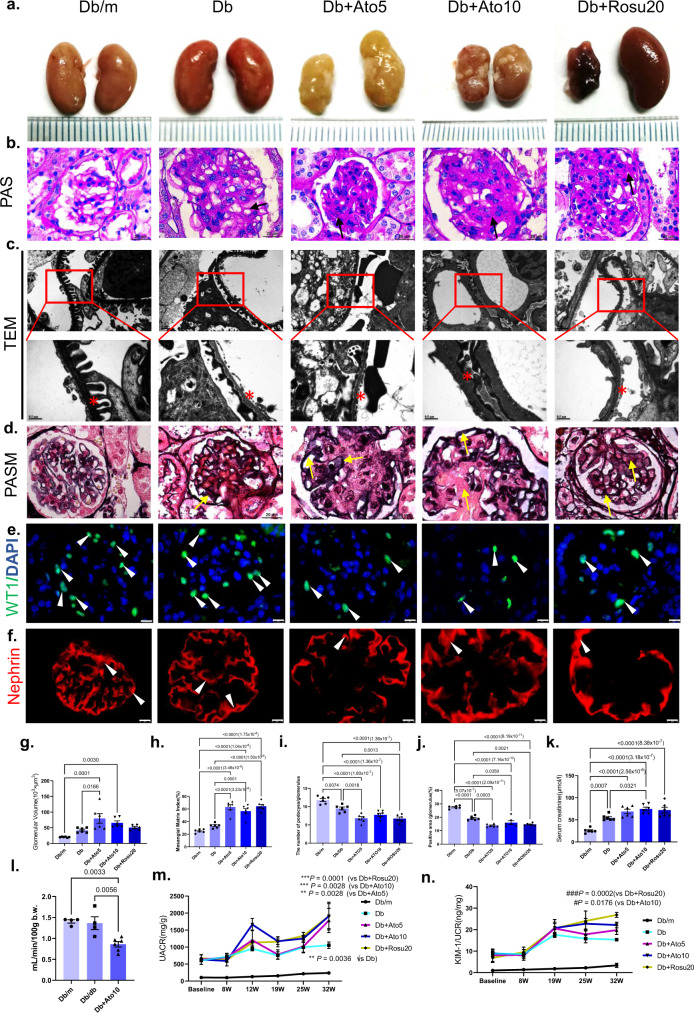
Long-term statins administration worsens renal injury in *db/db* mice. All mice were ~50 weeks old. **a** Representative images of mice kidney. **b** Representative sections of PAS staining for glomerulus. Arrows represent mesangial expansion and thickened capillary loop. Original magnification ×1000, Scale bar: 20 µm. **c** Representative images of TEM. The ultrastructure of renal cortex under electron microscope was shown in the enlarged pictures, and the stars in pictures were used to marked the basement membrane thickening and foot process fusion. Original magnification ×9700 and ×26,500, scale bar: 1 and 0.5 µm. **d** Representative sections of Periodic Acid-Silver Methenamine (PASM) staining for glomerulus. Arrows represent histologic abnormalities in the glomerulus, such as the increase of mesangium and GBM expansion, in the statin administration groups. Original magnification ×1000, Scale bar: 20 µm. **e** Immunofluorescence of Wilm tumor gene1 (WT1) staining. FITC-labeled WT1 (green) and DAPI (nuclei, blue) were used. WT1 is mainly expressed on the nucleus of glomerular podocytes, and the specific positive staining is indicated by the arrows^48^. Original magnification ×1000, Scale bar: 10 µm. **f** Immunofluorescence of Nephrin staining. Alexa Fluor 594-labeled Nephrin were used. Nephrin is mainly expressed on the plasma membrane domains, and arrows represent Nephrin positive staining^49^. Original magnification ×1000, Scale bar: 10 µm. **g** Glomerular Volume (10^3^ × μm^3^). **h** Quantification of the mesangial area glomerulus. **i** Quantification of the number of podocytes in glomerulus. *n* = 6 in each group. **j** Immunofluorescence analysis of Nephrin. **k** Creatinine. **l** GFR measurement. *n* = 4 in Db/m and Db/db group, *n* = 6 in Db + Ato10 group. **m** UACR (*n* = 4 per time point). Data are expressed as means ± SEM. Significance **p < 0.01 versus Db/m group; ***p < 0.001 versus Db/m group. **n** Urinary KIM1 levels (*n* = 4 per time point). Significance ^#^*p* < 0.01 versus Db group, ^###^*p* < 0.001 versus Db group. *n* = 6 in each group (**g**–**k**). Data are expressed as means ± SEM (**g**–**l**). One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

The UACR and urinary KIM-1 levels are classic indicators that are used to assess diabetic kidney injury, and the UACR is commonly used to assess early diabetic kidney injury and glomerular damage. As shown in Fig. 2n, the level of mouse urinary KIM1 in statin-treated group began to increase from the 19th week, which was consistent with the data of UACR (Fig. 2m), and serum creatinine levels were also significantly elevated compared to those in the Db group (Fig. 2k). Similarly, we observed a significant increase in serum creatinine levels in STZ-induced diabetic mice (Supplementary Table 3). The GFR is a more direct reflection of glomerular injury, and the results indicated that long-term statins administration led to a significant decrease in the GFR in *db/db* mice (Fig. 2l). These data suggested that long-term statins administration worsens renal injury in diabetic mice. In our study, we also used metformin in combination with atorvastatin and found that this treatment significantly reduced renal injury caused by statins (Supplementary Fig. 8).

### Long-term statins administration worsens renal fibrosis in *db/db* mice

To explore the causes of long-term statin-induced renal injury, we further examined renal fibrosis. In addition to Masson staining (Fig. 3a, e) and Sirius red staining (Fig. 3b), we also measured the expression of collagen, type I (COL1A1) (Fig. 3c, f) and α-smooth muscle actin (α-SMA) (Fig. 3d, g). These data further confirmed that long-term statins administration exacerbates renal fibrosis, which leads to renal injury.

**Fig. 3:**
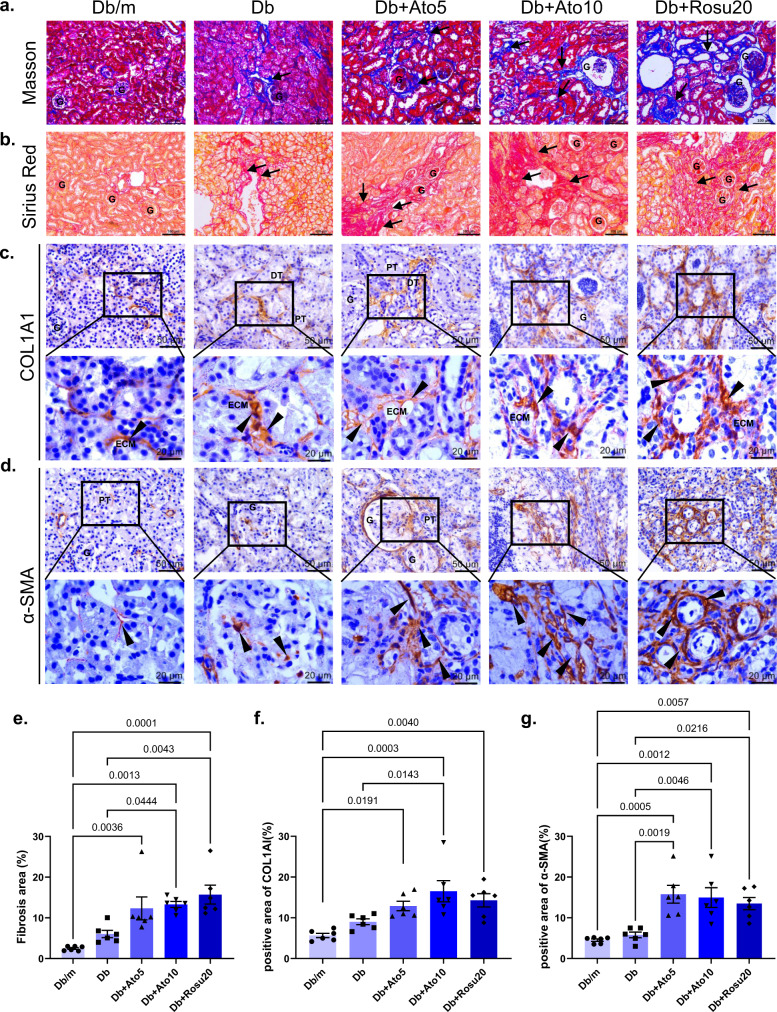
Long-term statins administration worsens renal fibrosis in *db/db* mice. All mice were ~50 weeks old. **a** Representative Masson’s trichrome staining. In the picture, collagenous components are stained as blue color and cytoplasm is varying shades of red. Collagen deposits (blue) are evident within the fibrotic interstitial lesions between tubular, and even in the glomerulus, as marked by arrows. Original magnification ×200. Scale bar: 100 µm. **b** Representative images of Sirius red staining for tubulointerstitial fibrosis. Sirius red staining showed fibrosis (Red color) in kidney fibrotic interstitial lesions, as marked by arrows. Original magnification ×200. Scale bar: 100 µm. **c** Immunohistochemistry of COL1A1 staining. COL1A1 is mainly expressed on the extracellular matrix (ECM), and the specific location is indicated by the arrows^50^. Original magnification ×400 or ×1000. Scale bar: 100 or 20 µm. **d** Immunohistochemistry of α-SMA staining. α-SMA is used as a marker for a subset of activated fibrogenic cells, myofibroblasts, which are regarded as important effector cells of tissue fibrogenesis. Arrows represent numerous activated fibrogenic cells in tubulointerstitium and glomeruli^50^. Original magnification ×400 or ×1000. Scale bar: 100 or 20 µm. **e** Quantification of tubulointerstitial fibrosis in the kidney cortex. **f**, **g** Quantification of immunohistochemical staining. All image part of the kidney was cortex. Renal structures indicated as glomerulus (G), proximal tubule (PT), and distal tubule (DT), extracellular matrix (ECM). Data are expressed as means ± SEM. *n* = 6 in each group. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

### Long-term statins administration worsens renal inflammation and renal tubular epithelial cell apoptosis in *db/db* mice

Inflammation is a key factor in fibroblast activation in the kidneys of diabetic mice, and fibrosis or persistent inflammation contributes to the development of DN. First, we used an immunohistochemical assay to examine the macrophage marker CD68 to evaluate the proinflammatory effects of long-term statins administration on the diabetic kidney. Figure 4a shows that macrophage infiltration of renal tissues was extensive in the statins administration groups. The activation of NF-кB signaling eventually leads to the activation of macrophages^22^; therefore, we used an immunofluorescence assay to evaluate the involvement of NF-кB signaling. Figure 4b shows that long-term statins administration significantly activated NF-кB entry into the nucleus, as expected. IL-1β is downstream of NF-кB and is mainly synthesized and released by infiltrating macrophages in the kidney^23^. The inflammatory outbreak led to apoptosis in renal tubular epithelial cells, as shown by TUNEL staining (Fig. 4e). We examined the protein expression levels of IL-1β and NGAL, and the immunoblot results demonstrated that long-term statins administration markedly increased IL-1β and NGAL expression in the kidneys of *db/db* mice (Fig. 4f–h). Immunohistochemical staining further confirmed the immunoblot findings (Fig. 4c, d). Overall, these data indicate that long-term statins administration worsens renal inflammation and tubular epithelial cell apoptosis and contributes to accelerating the development of DN.

**Fig. 4:**
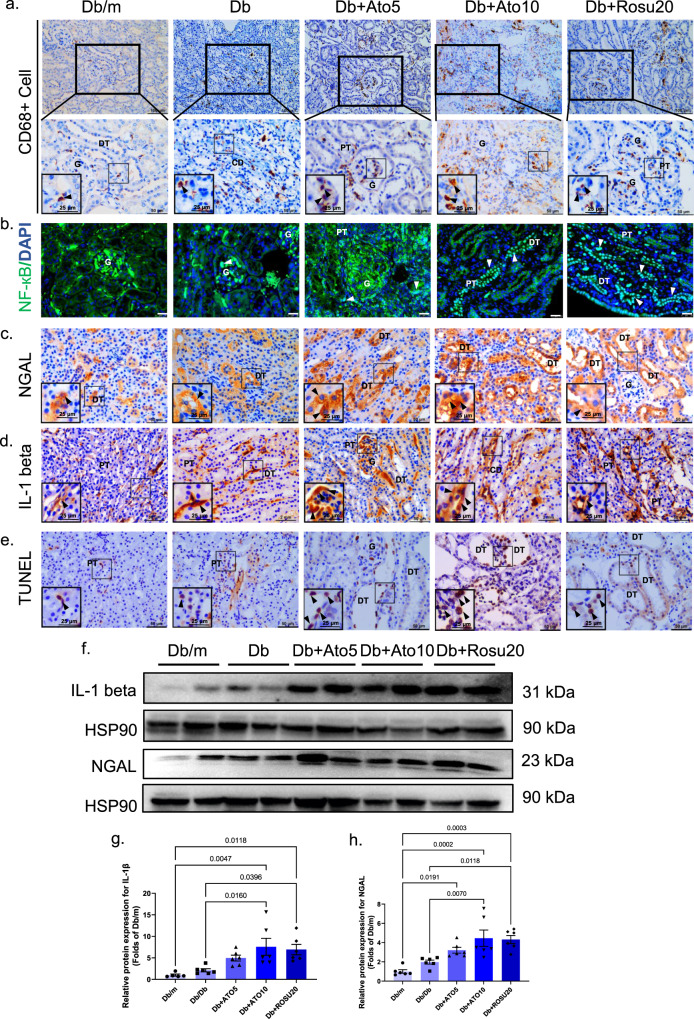
Long-term statins administration worsens renal inflammation and tubular cell apoptosis in *db/db* mice. All mice were ~50 weeks old. **a** Immunohistochemistry of CD68^+^ cell staining. CD68 is a valuable marker which can be used to identify macrophages and monocytes. And the arrows represent numerous macrophages in tubulointerstitium and glomeruli^51^. Original magnification ×200 and ×1000. Scale bar: 100 and 20 µm. **b** Immunofluorescence of NF-кB staining. FITC-label (green) NF-кB and DAPI (nuclei, blue) were used^52^. White arrows mean NF-кB-positive nuclei. Original magnification ×400. Scale bar: 25 µm. **c** Immunohistochemistry of neutrophil gelatinase-associated lipocalin (NGAL) staining. NGAL is mainly expressed in the cytoplasm, and the specific location is indicated by the arrows^53^. Original magnification ×400. Scale bar: 50 µm. **d** Immunohistochemistry of IL-1β staining. IL-1β is mainly expressed in the cytoplasm, and the specific location is indicated by the arrows^54^. Original magnification ×400. Scale bar: 50 µm. **e** Representative sections of TUNEL-positive cells. TUNEL-positive cells are expressed in nucleus, and the specific location is indicated by the arrows. Original magnification ×400. Scale bar: 50 µm. **f** The immunoblot analysis of IL-1β and NGAL. **g**, **h** Analysis of the grayscale image between them. All image part of the kidney was cortex. Renal structures indicated as glomerulus (G), proximal tubule (PT), and distal tubule (DT), collection tube (CD). Data are expressed as means ± SEM. *n* = 6 in each group. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

### Long-term statins administration contributes to lipid accumulation in *db/db* mice

To explore how long-term statins administration causes renal injury in *db/db* mice, we used RNA-Seq analysis to analyze the kidneys in the Db group and the Db + Ato10 group (Fig. 5a). 

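Kidney RNA of 3 mice in the Db group and 3 mice in the Db + Ato10 group was sequenced, 1 library per mouse. The db/db mouse lacks a working leptin receptor and becomes obese and diabetic. The mice of the Db + Ato10 group had received atorvastatin at 10 mg/kg of body weight on each day of dosing, over 40 weeks. By the paper's methods the drug was given by oral gavage on consecutive days of each week and not on every day. The sample records describe the treatment of all 6 mice as atorvastatin in 1 field and tell saline from atorvastatin in another, and the groups used here follow the latter. For each library the authors deposited the reads they estimated for each gene and each transcript (expected counts, without normalization) and, for genes, also FPKM and TPM. The alignment tool, the counting tool and the genome build are not stated in the paper's text. The counts summed to 13134930, 11381678 and 12426051 in Db replicates 1 to 3, with a median of 12426051. They summed to 14578023, 14667909 and 13133241 in Db + Ato10 replicates 1 to 3, with a median of 14578023. At these depths, 3 counts of a gene correspond to between 0.198 and 0.260 CPM (counts scaled to the normalized library size), so expression below that level was not detectable at this depth. These limits cover counting error only. The 17684 genes of the table are listed by symbol and NCBI Gene number. Expected counts were rounded to whole numbers, and the 13679 genes with at least 10 counts in at least 3 libraries were compared with edgeR's quasi-likelihood test after TMM normalization. Standard errors of log2 fold changes were taken as the size of the log2 fold change divided by the square root of the test's F statistic. Replicates of the Db group were closer to each other than those of the Db + Ato10 group. Spearman correlations of log2 CPM across genes ranged from 0.980 to 0.983 between Db libraries, from 0.869 to 0.957 between Db + Ato10 libraries and from 0.834 to 0.985 between the groups. The first principal component held 71.1% of the variance. Db + Ato10 replicates 1 and 2 lay at 107 and 46.1 on it, and Db + Ato10 replicate 3 lay at -18.8, nearest to Db replicate 2 at -26.9. Over 4 Y-linked genes, Db replicate 1 had 2 counts and the other libraries between 1419 and 2116.

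**Figure D1:**
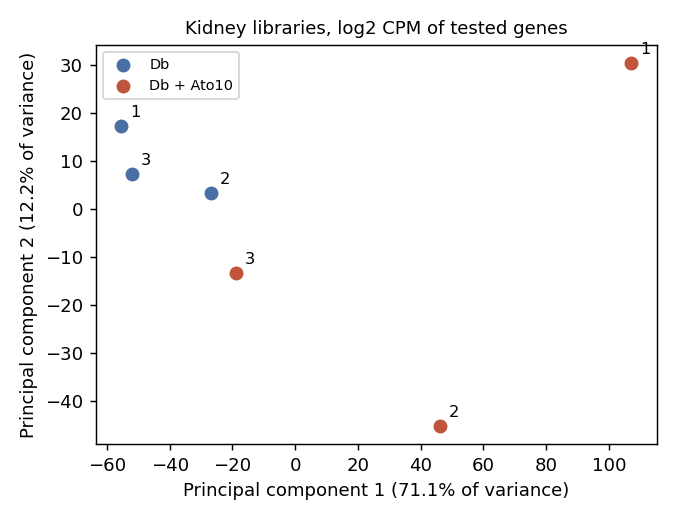
First and second principal components of log2 CPM of the tested genes, in units of the component scores, with 1 point per library, the replicate number beside it and the group in colour. The 3 Db libraries sit between -55.4 and -26.9 on the first component, and the Db + Ato10 libraries spread from -18.8 to 107.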

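Lipid metabolism was represented by the Reactome set Metabolism of lipids and lipoproteins, since the KEGG tables were not used here. Of the 4922 tested genes with any Reactome annotation, 431 belonged to it. With edgeR, 0 of these 431 genes met both DEG criteria. At an unadjusted p-value under 0.05, 58 of the 431 lipid genes were counted, beside 955 of the 4922 annotated genes. The alternative that moved this count most among those that kept all 6 libraries was DESeq2, which called 18 lipid genes. Under DESeq2 they were 18 of 378 annotated DEGs, an odds ratio of 0.500 against the other annotated genes (two-sided Fisher's exact test, p = 0.00317, and 0.00724 after Benjamini-Hochberg adjustment over 16 Reactome categories), which is fewer than an even spread over categories would give. This deficit was found among higher genes (odds ratio 0.428) and not among lower genes (odds ratio 0.930, with 61 annotated DEGs). With DESeq2 and a library left out, chosen after the data were seen, it was lost without Db + Ato10 replicate 1, 2 or 3 (odds ratios 0.739, 0.746 and 0.901, two-sided Fisher's exact test, p = 0.535, 0.401 and 0.437) and held without Db replicate 1, 2 or 3 (odds ratios 0.115, 0.487 and 0.102). Of the 18, 13 were higher and 5 lower in the Db + Ato10 group. The higher genes were Apoc2, Lpcat2, Sdc1, Pik3r5, Pik3cd, Pld4, Pik3cg, Apoe, Ch25h, Alox5ap, Ptgs2, Bmp1 and Sptlc2. Their DESeq2 log2 fold changes ranged from 0.81 (Sptlc2) to 5.37 (Apoc2). Whether they rose in kidney cells or came with immune cells was not tested. The lower genes were Pik3c2g, Acsl3, Inpp5j, Oxct1 and Sgpp2, with DESeq2 log2 fold changes between -1.77 and -0.75. These names were chosen after their values were seen. With edgeR and without Db + Ato10 replicate 3, 33 lipid genes were among 498 annotated DEGs (odds ratio 0.712, two-sided Fisher's exact test, p = 0.0792). Tested as a set without a DEG threshold, the 431 genes had a median log2 fold change of -0.075, with medians in Db + Ato10 replicates 1 to 3 of -0.29, -0.081 and 0.037 relative to the Db mean. The median of the set was -0.033 without Db + Ato10 replicate 1 and -0.14 without Db + Ato10 replicate 3. This shift did not pass limma's camera test with a preset correlation of 0.01 between genes (p = 0.0650), nor fry (p = 0.167), nor camera with the estimated correlation (p = 0.280).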

RNA-Seq showed that genes were significantly enriched in lipid metabolism processes, compared to those in the Db group. We subsequently measured renal TG levels and found that the levels were significantly higher in the statins administration group than in the Db group (Fig. 5b). Oil Red O staining showed that statins administration exacerbated lipid droplets (LDs) deposition compared with that in the Db group (Fig. 5d). Furthermore, increased LDs deposition was observed in tubular epithelial cells by TEM (Fig. 5e), and this finding was consistent with the oil red O staining results. The FFAs uptake fluorescence assay showed that long-term statins administration increased FFAs uptake in the kidney in *db/db* mice, which could lead to lipid deposition (Fig. 5c). 4-HNE, a toxic end product of lipid peroxidation, accumulates in the kidney and can exacerbate renal injury^24^. Immunohistochemical staining of 4-HNE and DHE staining suggested that a large amount of LDs deposition led to reactive oxygen species (ROS) overproduction, further leading to overproductions of the lipid peroxidative product 4-HNE, which may activate the inflammatory response in the kidney, leading to renal fibrosis (Fig. 5f, g).

**Fig. 5:**
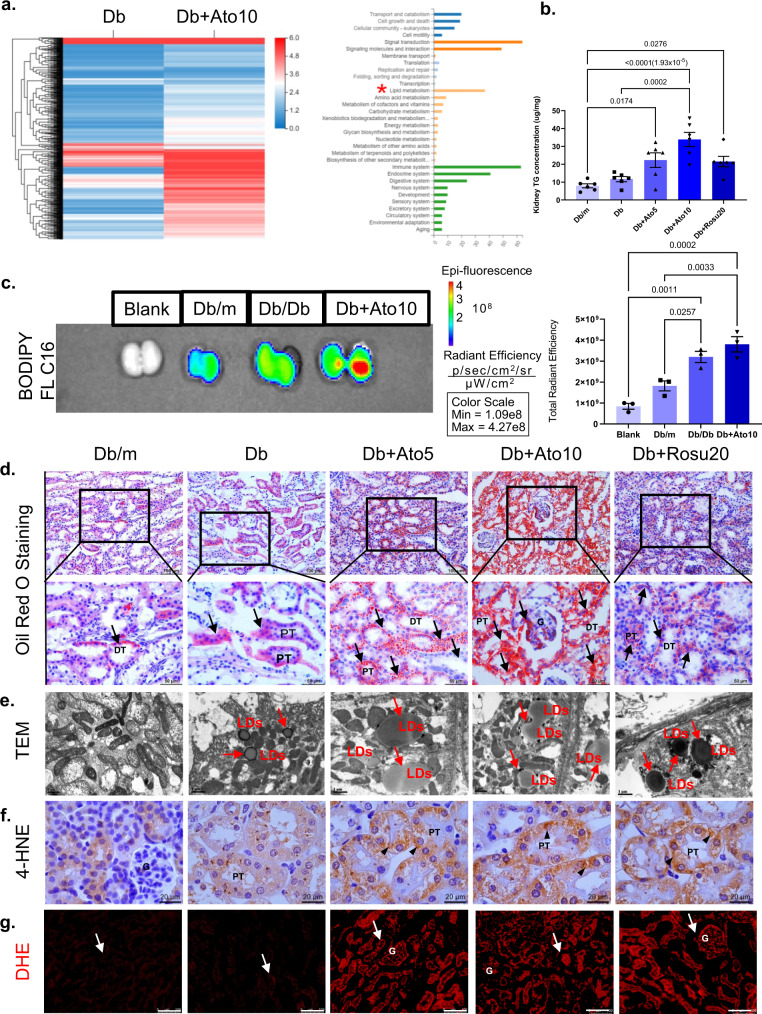
Long-term statins administration contributes to lipid accumulation in *db/db* mice. All mice were ~50 weeks old. **a** Clusters of DEGs and KEGG pathway analysis of DEGs in the kidneys of Db and Db + Ato10 groups. *n* = 3 in each group. **b** The concentration of TG in kidney. *n* = 6 in each group. Data are expressed as means ± SEM. **c** Fluorescence imaging of kidney FFAs uptake from Db/m, Db and Db + Ato10 groups. *n* = 3 in each group. Data are expressed as means ± SEM. **d** Representative images of Oil Red O staining. Lipid appear as red spots, as marked by arrows. Original magnification ×200 and ×400. Scale bar: 100 or 50 µm. **e** Representative images of TEM for LDs. Original magnification ×9700, scale bar: 1 µm. *n* = 5 images from three mice per group. **f** Immunohistochemistry of 4-hydroxynonenal (4-HNE) staining. 4-HNE is mainly expressed on the cytoplasmic, and the specific location is indicated by the arrows^55^. Original magnification ×1000. Scale bar: 20 µm. **g** Immunofluorescence of DHE staining. DHE staining was used to estimate superoxide generation. Arrows represent DHE distribution was markedly increased in the statin administration groups compared to the Db group. Original magnification ×200. Scale bar: 100 µm. *n* = 10 images from six mice per group (**d**, **f**, **g**). All image part of the kidney was cortex. Renal structures indicated as glomerulus (G), proximal tubule (PT), and distal tubule (DT). One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

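For the clusters of DEGs in Fig. 5a, DEGs were counted again from the expected counts of the 3 Db and 3 Db + Ato10 libraries. Under edgeR's quasi-likelihood test 0 genes met both criteria, while 2314 genes had an unadjusted p-value under 0.05, where 684 would be expected by chance. Of these, 1533 were higher and 781 lower in the Db + Ato10 group. Genes vary together, so such counts can lie far above 684 in other splits too. A split that put Db + Ato10 replicate 3 with Db replicates 1 and 3 gave 2058. DESeq2 on the same counts called 884 DEGs, of which 707 (80.0%) were higher. With edgeR and without Db + Ato10 replicate 3, 1106 DEGs were called, 805 higher and 301 lower, and 628 of them were among the 884 of DESeq2. The count was 0 with limma-voom, with upper-quartile normalization, with limma on FPKM or TPM, and with any other library left out under edgeR, where between 1043 and 2288 genes had an unadjusted p-value under 0.05. Among the 30175 transcripts tested, edgeR called 0 and DESeq2 called 889 (573 higher, 316 lower), and 2471 transcripts had an unadjusted p-value under 0.05 with edgeR. From its RNA-Seq comparison the paper states an enrichment in lipid metabolism, and it then measured renal TG.

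**Figure D2:**
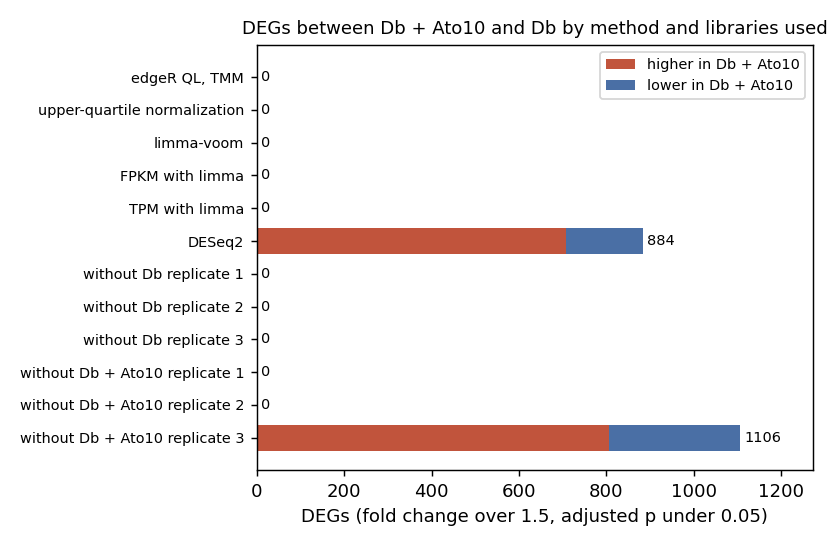
Number of DEGs between the Db + Ato10 and Db groups (horizontal axis, from 0) by test, normalization, unit and libraries used (vertical axis), split into genes higher and lower in the Db + Ato10 group. The bars that leave out a library use edgeR, and counts of 884 with DESeq2 and 1106 without Db + Ato10 replicate 3 stand beside 0 in the others shown.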

However, long-term statins administration significantly reduced LDs deposition in the livers of *db/db* mice (Supplementary Fig. 9a, b). These data suggest that statins exacerbate diabetic renal LDs deposition independent of their CHOL-lowering effect.

### Long-term statins administration has a CHOL-lowering effect but increases renal lipid uptake and inhibits FAO in *db/db* mice

To further explore renal lipid deposition, we first examined the serum lipid profile. Serum TCHO, TG, and LDL levels in the statins administration group were significantly lower than those in the Db group (Fig. 6a). STZ-induced diabetic mice also exhibited the same lipid-lowering effect (Supplementary Table 3). We further examined the CHOL-lowering targets of statins, HMGCR and low-density lipoprotein receptor (LDLR) and found that statins significantly inhibited HMGCR and upregulated LDLR expression in the liver (Supplementary Fig. 9c–g). In contrast, statins upregulated the expression levels of HMGCR, LDLR and the transmembrane protein CD36 (also known as scavenger receptor B2) in the kidney, and consistent results were obtained by immunohistochemistry and immunoblotting (Fig. 6b–h), suggesting that increased renal lipid uptake may be associated with statin-induced LDs deposition. To verify that statin-induced LDs deposition was associated with LDLR upregulation, we used an STZ-induced T2DM model in *LDLR*^*−/−*^ mice and found a significant reduction in lipids after long-term statins administration (see below). We further found a significant reduction in LDs deposition in the kidneys by nile red staining (see below), suggesting that the upregulation of LDLR may be associated with statin-induced LDs deposition in the kidney.

**Fig. 6:**
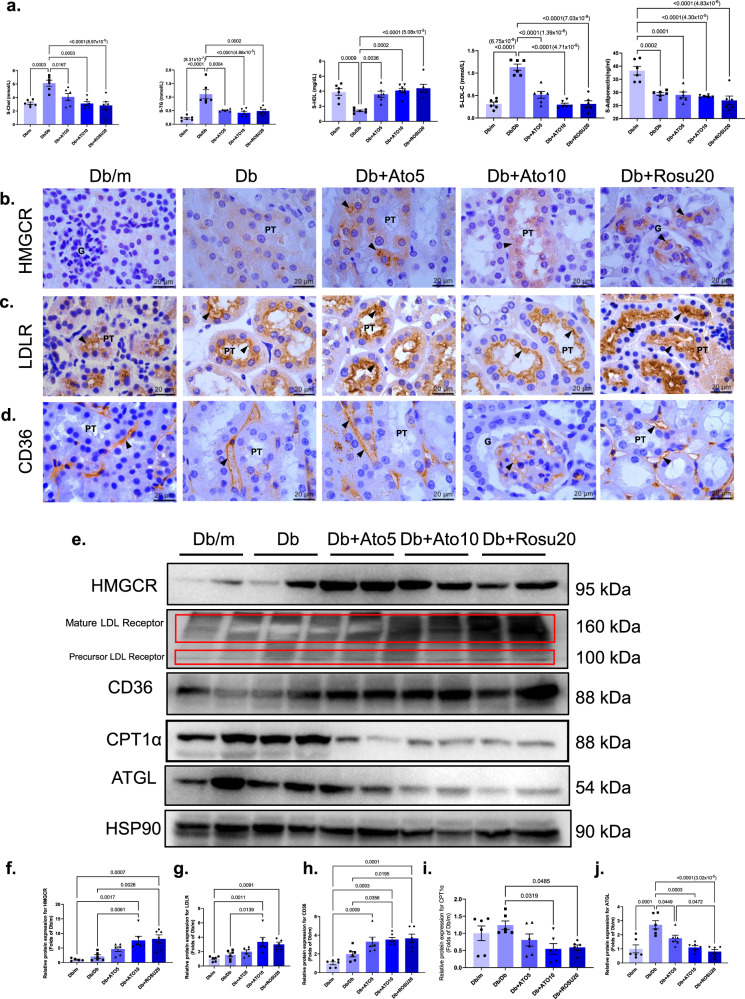
Long-term statins administration has cholesterol-lowering effect but increased renal lipid uptake and inhibited fatty acid oxidation in *db/db* mice. All mice were ~50 weeks old. **a** Lipid profile in *db/db* mice. *n* = 6 in each group. Data are expressed as means ± SEM. **b**–**d** Immunohistochemistry of HMGCR, LDLR, CD36 staining. HMGCR is mainly expressed on the cytoplasmic^56^; LDLR and CD36 are mainly expressed on the membrane, and the specific positive staining is indicated by the arrows^57,58^. CD36 is expressed in a wide variety of kidney cells such as proximal tubular epithelial cells, mesangial cells, podocytes, monocytes and macrophages^36^. Original magnification ×1000. Scale bar: 20 µm. **e** The immunoblot analysis of HMGCR, LDLR, CD36, CPT-1α, ATGL, and HSP90. **f**–**j** Analysis of the grayscale image between them. All image part of the kidney was cortex. Renal structures indicated as glomerulus (G), proximal tubule (PT), and distal tubule (DT). Data are expressed as means ± SEM. *n* = 6 in each group. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

Adipose triglyceride lipase (ATGL) has been reported to serve as a rate-limiting enzyme in lipolysis, and ATGL-deficient mice exhibit albuminuria accompanied by ectopic deposition of fat in the kidney^25^. Carnitine palmitoyl transferase 1α (CPT1) is a rate-limiting enzyme in FAO, and inhibiting FAO in tubular epithelial cells cause ATP depletion, cell death, dedifferentiation and intracellular LDs deposition^26^. In our study, long-term statins administration significantly reduced renal ATGL and CPT1α expression (Fig. 6e, i, j), which further accelerated LDs deposition. Overall, these data indicate that although long-term statins administration significantly reduces blood lipid levels, it also activates CHOL synthesis and endocytosis in the kidney and further inhibits FAO and lipolysis, leading to LDs deposition in the kidney.

### Long-term statins administration activates sterol-regulatory element binding protein-1 (SREBP-1) through the PI3K/Akt/mTOR pathway in *db/db* mice

The level of lipids in kidney tissue depends not only on the plasma level and uptake capacity but also on kidney lipid synthesis and metabolism. As mentioned previously, long-term statins administration can lead to LDs deposition through increased lipid uptake and decreased FAO. Thus, we hypothesized that long-term statins administration activates SREBP-1-mediated fatty acid synthesis, which is involved in LD deposition. It has been reported that SREBP-1 can promote the expression of fatty acid synthase (FAS) and the fibrosis-promoting factor transforming growth factor β, which in turn promotes kidney lipid deposition and extracellular matrix accumulation^27,28^. As shown by immunohistochemistry and immunoblotting, long-term statins administration significantly increased the expression of SREBP-1 (precursor and mature form) (Fig. 7a, d, e). Similar results were shown for stearoyl-coenzyme A desaturase 1 (SCD1), acetyl-coenzyme A carboxylase 1 (ACC1) and FAS, which are downstream targets of SREBP-1, by immunohistochemistry and immunoblotting (Fig. 7b–e).

**Fig. 7:**
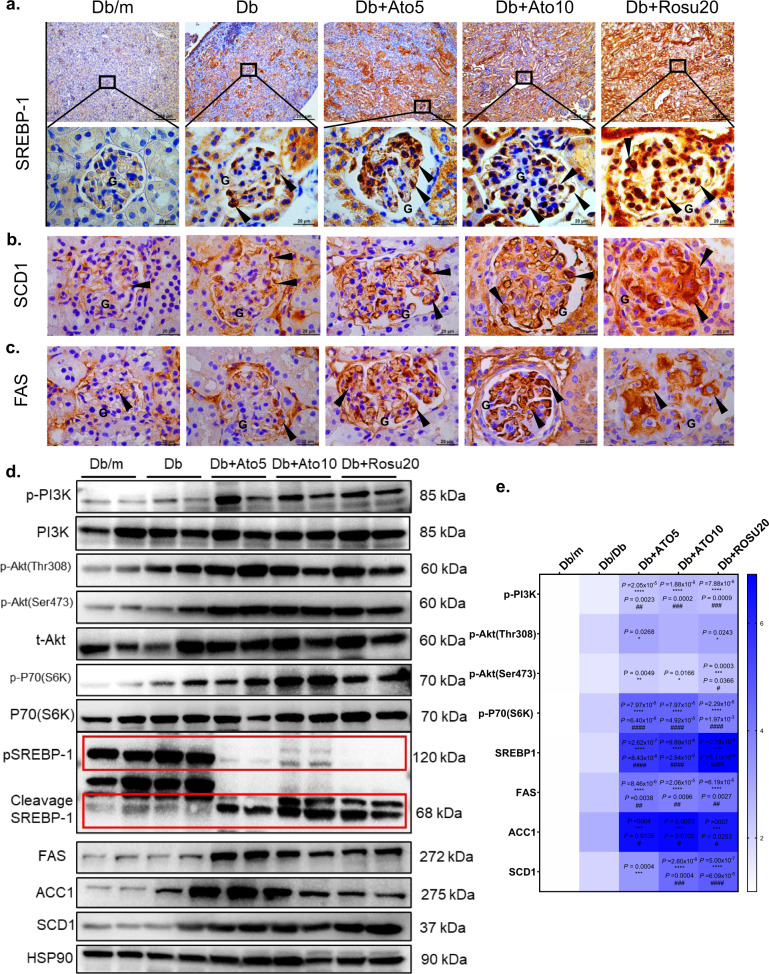
Long-term statins administration activated SREBP-1 through PI3K/Akt/mTOR pathway in the *db/db* mice. All mice were ~50 weeks old. **a**–**c** Immunohistochemistry of SREBP-1, FAS, SCD1 staining. SREBP-1 is mainly expressed in the cytoplasmic and nucleus^59^; FAS, SCD1 are expressed on the cytoplasm^60,61^. Arrows in the enlargement of **a** point to positive staining for SREBP1 in the nuclei of glomerular resident cells, arrows in **b** and **c** point to positive staining for FAS and SCD1 in the cytoplasm of glomerular resident cells. Original magnification ×100 and ×1000, scale bar: 200 and 20 µm. All image part of the kidney was cortex. Renal structures indicated as glomerulus (G). **d** the immunoblot analysis of p-PI3K, PI3K, p-Akt (Thr308), p-Akt (Ser473), t-Akt, p-P70(S6K), P70(S6K), SREBP-1, FAS, SCD1, ACC1 and HSP90. **e** Analysis of the grayscale image between them. Data are expressed as means ± SEM. *n* = 6 in each group. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Significance *p < 0.05 versus Db/m group; **p < 0.01 versus Db/m group; ***p < 0.001 versus Db/m group, ****p < 0.0001 versus Db/m group. ^#^*p* < 0.05 versus Db group; ^##^*p* < 0.01 versus Db group; ^###^*p* < 0.001 versus Db group, ^####^*p* < 0.0001 versus Db group. Source data are provided as a Source Data file.

Studies have shown that SREBP-1 transcription is mainly regulated by the insulin signaling pathway and partially through PI3K/Akt/ mTOR^29,30^. Next, we performed experiments to confirm whether activating SREBP-1 was dependent on the PI3K/Akt/mTOR pathway. As shown by immunoblot analysis, long-term statins administration significantly increased PI3K phosphorylation and activated its downstream kinase activity, including that of Akt and p70s6k (Fig. 7d, e). To further verify that SREBP-1 was activated through the PI3K/Akt/mTOR pathway in the kidney, we used HK-2 cells for in vitro validation. First, the cells were treated with 2.4 μM insulin for 24 h, followed by 120 μM oleic acid (OA) for 24 h, and SREBP-1 was significantly activated through the PI3K/Akt/mTOR pathway. In addition, we used the Akt1/2/3 inhibitor MK-2206 2HCI (1 and 10 μM) and the mTOR inhibitor CCI-779 (at 1 and 10 μM) for 24 h. Activation of the downstream kinases Akt and p70s6k was significantly abolished by the inhibitors (Fig. 8b, c). BODIPY staining showed that insulin-treated HK-2 cells exhibited exacerbated OA-induced intracellular LD deposition, accompanied by significant activation of SREBP-1 (Fig. 8a I and II). In contrast, LDs deposition was significantly reduced by the addition of inhibitors, while the activation of SREBP-1 was inhibited (Fig. 8a III and IV). These data suggest that LDs deposition in the kidney is modulated by SREBP-1 activation through the PI3K/Akt/mTOR pathway.

**Fig. 8:**
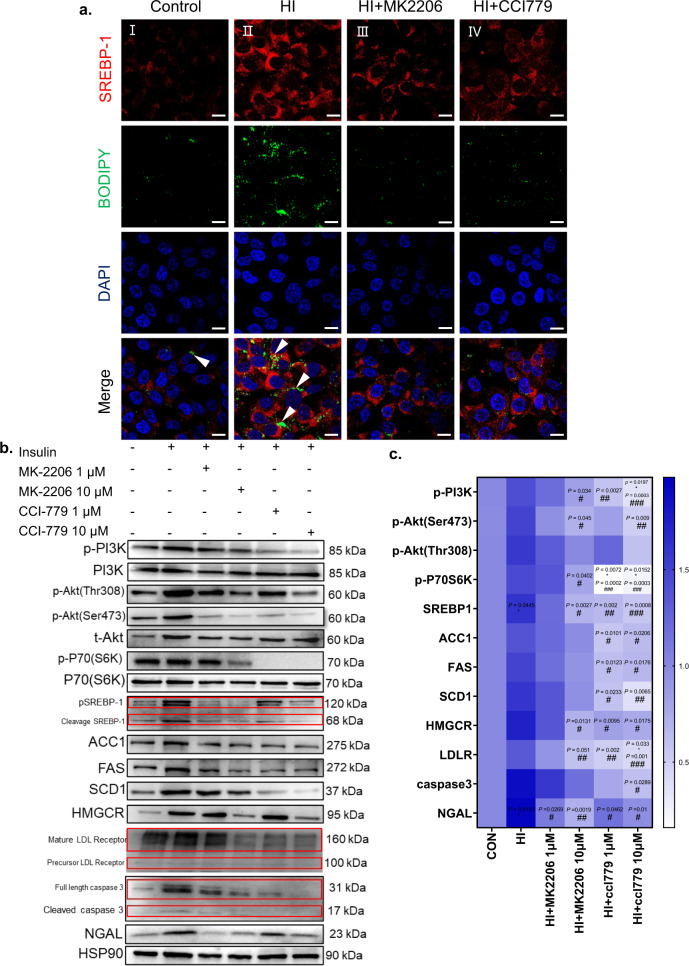
Activating SREBP-1 in HK-2 cells aggravated lipid deposition. **a** SREBP-1 (red) and BODIPY (green) expression was evaluated by immunofluorescence on HK-2 cells treated with negative control (Con) or insulin incubated with OA (120 μM) (Hight insulin, HI), or HI incubated with 10 μM Akt inhibitor MK2206 (HI + MK2206), 10 μM mTOR inhibitor CCI779 (HI + CCI779). FITC-labeled BODIPY, Alexa Fluor 594-labeled SREBP-1 and DAPI (nuclei, blue) were used. SREBP-1 is mainly expressed in the cytoplasmic of HK-2 cells, BODIPY in the cytoplasmic of HK-2 cells, and the specific location is indicated by the arrows. Representative image from three biologically independent samples/group were combined from three independent experiments. Original magnification ×630. Scale bar: 10 μm. **b** The immunoblot analysis of p-PI3K, PI3K, p-Akt (Thr308), p-Akt (Ser473), t-Akt, p-P70(S6K), P70(S6K), SREBP-1, FAS, SCD1, ACC1, HMGCR, LDLR, caspase 3, NGAL and HSP90. **c** Analysis of the grayscale image between them. Representative blots from three biologically independent samples/group were combined from three independent experiments. Data are expressed as means ± SEM. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Significance *p < 0.05 versus CON group; **p < 0.01 versus CON group. ^#^*p* < 0.05 versus HI group; ^##^*p* < 0.01 versus HI group; ^###^*p* < 0.001 versus HI group, ^####^*p* < 0.0001 versus HI group. Source data are provided as a Source Data file.

To verify that statin-induced LDs deposition is associated with SREBP-1 upregulation, we used an STZ-induced T2DM model in *srebp1*‑deficient mice and found a significant reduction in lipids after long-term statins administration (Fig. 9a). PAS and Masson staining revealed that long-term administration of statins in diabetic mice after SREBP-1 knock down showed significant renoprotective effects (Fig. 9c, d, f, g). Compared with the WT group, the glomerular mesangial of the mice in the STZ group had a significant expansion, and renal fibrosis was significantly aggravated, and that in the STZ + ATO10 group was even more pronounced. In contrast, the glomerular mesangial expansion of STZ + ATO10 group in LDLR^−/−^ and srebp1‑deficient mice was not significantly changed compared with STZ group (Fig. 9c, d). We further found a significant reduction in LDs deposition in the kidneys by nile red staining, suggesting that SREBP-1 upregulation may be associated with statin-induced LDs deposition and renal injury (Fig. 9b, e).

**Fig. 9:**
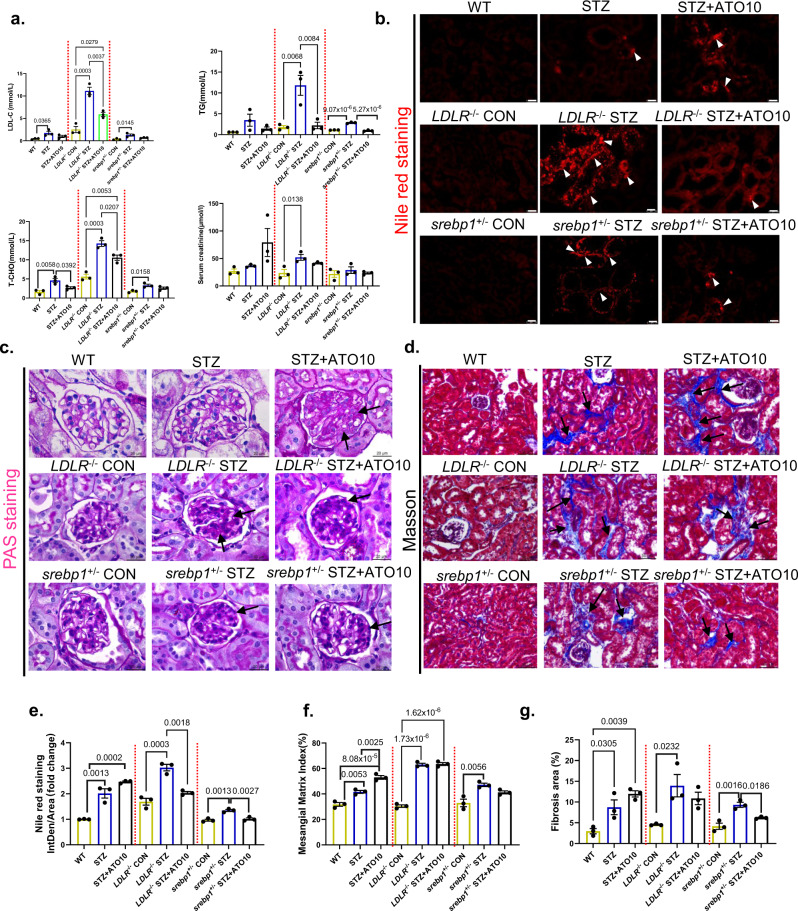
LDLR or SREBP-1‑deficient attenuates renal lipid deposition induced by long-term statins administration in STZ-induced diabetic mice. All mice were ~30 weeks old. **a** Lipid profile and serum creatinine in STZ-induced diabetic mice. *n* = 3 in each group. Data are expressed as means ± SEM. **b** Representative images of Nile red staining. The lipid drops were stained in red, and the redder dots in the figure, the more lipid accumulation. Arrows represent lipid drops in renal tubular epithelial cells. Original magnification ×400. Scale bar: 50 µm. **c** Representative images of PAS staining. Original magnification ×1000. Scale bar: 20 µm. Arrows represent mesangial expansion. **d** Representative images of Masson’s trichrome staining. In the picture, collagenous components are stained as blue color and cytoplasm is varying shades of red. Collagen deposits (blue) are evident within the fibrotic interstitial lesions between tubular, and even in the glomerulus, as marked by arrows. Original magnification ×400. Scale bar: 50 µm. **e**–**g** Quantification of **b**–**d** staining. All image part of the kidney was cortex. Data are expressed as means ± SEM. *n* = 3 in each group. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

Moreover, we treated HK-2 cells with OA (120 μM) for 24 h to simulate the diabetic state, and treated the cells with or without statins (Supplementary Fig. 10a, b). However, it could not have the same effect on increased SREBP-1 as significantly as when stimulated with insulin. It is difficult to simulate the effects of animal experiments by directly stimulating HK-2 cells with statins. Therefore, we used a cellular model of insulin resistance to simulate the effects of statin-induced insulin resistance on HK-2 cells.

## Discussion

Statins are a class of drugs that reduce serum LDL CHOL levels by acting as potent, specific, competitive inhibitors of HMGCR, which is a microsomal enzyme that catalyzes the conversion of HMG-CoA to mevalonate during the rate-determining step of CHOL metabolism^31^. Furthermore, statins can upregulate LDLR expression in the liver and peripheral tissues. Numerous evidence-based studies have demonstrated the safety and benefits of statins therapy in significantly reducing cardiovascular events and these drugs are recommended for the management of DN. However, in recent years, the side effects of statins have attracted increasing attention, especially the increased risk incidence of new-onset T2DM. Recently, a retrospective matched-cohort study showed that statins use was associated with diabetes progression, and suggested that the risk-benefit ratio of statins use in patients with diabetes should take into consideration its metabolic effects^16^. Therefore, in DN patients, long-term statins administration, which is recommended by the guide, may amplify these side effects, increase insulin resistance, interfere with glucose metabolism, worsen blood glucose control, and ultimately accelerate the progression of DN. In the current study, we initially confirmed the effect of long-term statins administration on DN, which extends our knowledge of statins and their disturbance of lipid metabolism in the diabetic kidney. These findings are completely opposite to the effects of statins in nonalcoholic fatty liver (NAFLD), in which they reduce hepatic lipid deposition. However, in diabetic kidney, long-term statins administration markedly increases lipid deposition, leading to EFD. Based on previous studies showing that statins treatment induces insulin resistance, and our results confirming that statins treatment exacerbates insulin resistance under diabetic conditions, we hypothesize that worsened insulin resistance leads to disturbed kidney lipid metabolism and exacerbates the progression of DN.

As evidence continues to accumulate demonstrating the link between disturbances in insulin resistance and statins, these insights indicate potential therapeutic side effects for diabetes^32^. Functionally, we demonstrated that long-term statins administration exacerbates insulin resistance, resulting in significantly increased blood glucose and aggravation of inflammation and fibrosis. 

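Lists of lipid genes were compared in the kidney RNA of the 3 Db and 3 Db + Ato10 mice with camera, adjusted over 35 gene lists. The 16 tested genes of the lipogenesis list (SREBP-1 targets) had a median log2 fold change of -0.30 in the Db + Ato10 group (adjusted p = 0.0223), and 15 of them were lower. Their medians in Db + Ato10 replicates 1 to 3 were -0.63, -0.075 and -0.021, so 1 of 3 libraries lay below every Db library, and the other 2 lay above Db replicate 2 (-0.20). This call was lost without Db replicate 1 (-0.23, adjusted p = 0.0564), without Db replicate 3 (-0.21, adjusted p = 0.0714) and without Db + Ato10 replicate 1 (-0.26, adjusted p = 0.265). The 25 genes of fatty acid oxidation (FAO) had a median of -0.36 (adjusted p = 0.00516), and 22 of them were lower. Their medians in Db + Ato10 replicates 1 to 3 were -0.85, -0.32 and 0.20, so 2 of 3 libraries lay below every Db library and 1 lay above. The median was -0.14 without Db + Ato10 replicate 1 (adjusted p = 0.348), -0.18 without Db replicate 2 (adjusted p = 0.0648) and -0.61 without Db + Ato10 replicate 3. The Reactome set of mitochondrial fatty acid beta-oxidation had a median of -0.50 (adjusted p = 0.000175), with 15 of 15 genes lower and 2 of 3 Db + Ato10 libraries below every Db library, and of -0.82 without Db + Ato10 replicate 3. The lists of cholesterol synthesis and uptake (SREBP-2 targets), lipid uptake and transport, and lipolysis and lipid droplets had medians of -0.11, 0.25 and 0.11, with adjusted p-values of 0.721, 0.721 and 0.156. For lipid uptake and transport 3 of 3 Db + Ato10 libraries (0.40, 0.015 and 0.13) lay above every Db library (at most -0.015), for lipolysis and lipid droplets 2 of 3 lay above, and for the SREBP-2 targets 1 of 3 lay below. The median of lipid uptake and transport was 0.42 without Db replicate 2 and 0.12 without Db + Ato10 replicate 1. The median of the SREBP-2 targets changed sign without Db replicate 3 (0.17) and without Db + Ato10 replicate 1 (0.051), and that of lipolysis and lipid droplets without Db + Ato10 replicate 3 (-0.012). Under fry, and under camera with the estimated correlation, 0 of the 35 lists passed an adjusted p-value of 0.05, with 4 and 1 lists at an unadjusted p-value under 0.05.

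**Figure D3:**
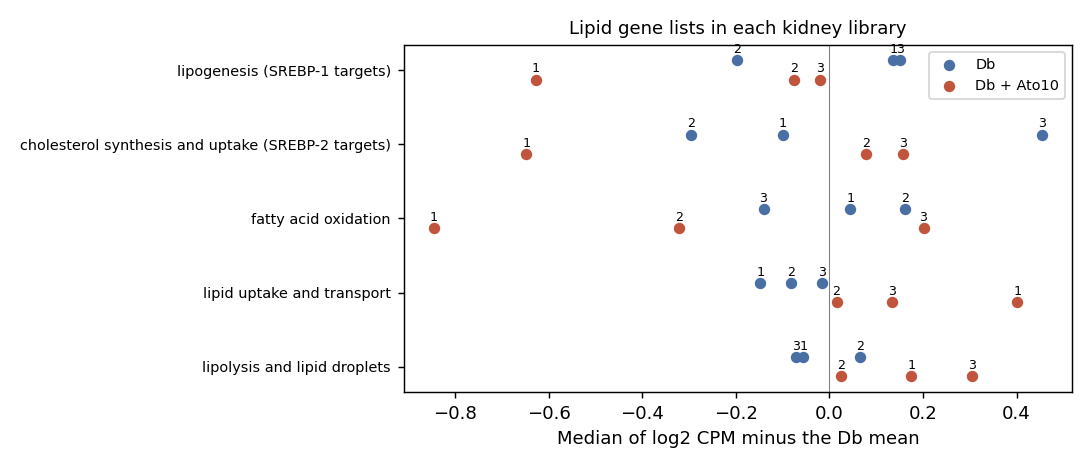
Median over each list's genes of log2 CPM minus the Db mean (horizontal axis) for 5 lipid gene lists (vertical axis), with 1 point per library and its replicate number. Db + Ato10 replicate 1 has the lowest median of FAO, -0.85, and Db + Ato10 replicate 3 the highest, 0.20.

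Scd1, Cd36, Fasn, Acaca, Cpt1a, Srebf1, Srebf2, Pnpla2 and Pparg, lipid genes that the paper discusses, differed between the groups by less than the larger SD between replicates. The paper's kidney evidence is protein. It reports higher SREBP-1, FAS, SCD1, ACC1 and CD36 protein with statins, and lower ATGL (Pnpla2) and CPT1α. RNA was measured here in few mice and does not test those protein levels. Scd1 (NCBI Gene 20249) had 86.5 ± 59.6 CPM (SD, n = 3) in the Db + Ato10 group and 175 ± 105 CPM (SD, n = 3) in the Db group. Its log2 fold change was -1.02 (standard error 0.74, adjusted p = 0.476 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with -0.57 without Db + Ato10 replicate 1, -0.63 without Db replicate 3 and -1.61 without Db + Ato10 replicate 2. Cd36 had a log2 fold change of 0.70 (standard error 0.48, adjusted p = 0.456 from the same edgeR test), with 0.15 without Db + Ato10 replicate 1 and 1.18 without Db replicate 3. The log2 fold changes of Fasn, Acaca and Cpt1a were -0.35, -0.17 and -0.19, and those of Srebf1, Srebf2, Pnpla2 and Pparg lay between -0.086 and 0.077, with edgeR adjusted p-values between 0.500 and 0.960 for these genes. That of Fasn was -0.20 without Db replicate 1, -0.21 without Db + Ato10 replicate 3, -0.55 without Db replicate 2 and -0.57 without Db + Ato10 replicate 2. That of Acaca was -0.074 without Db replicate 3 and -0.25 without Db replicate 2. Cpt1a, Srebf1, Srebf2, Pnpla2 and Pparg each changed sign in at least 1 of the fits that left out a library.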

Long-term statins administration resulted in markedly altered lipid metabolism, as shown by RNA-seq analysis. The data demonstrated that long-term statins administration leads to lipid deposition and exacerbates kidney injury. These results indicate that statins may play different roles in the regulation of lipid metabolism in different tissues under different pathological conditions.

Why do statins, which are lipid-lowering drugs, reduce blood CHOL but also induce renal lipid accumulation? We examined HMGCR, a target of statins, and found that mice that long-term statins administration significantly upregulated renal HMGCR expression in mice, which we believe is associated with statin resistance. In recent years, statin resistance has received increasing attention^33^. Ruan et al. demonstrated that inflammatory stress induced statin resistance and increased intracellular CHOL synthesis by enhancing HMG-CoA-R activity^34^. He further confirmed that inflammatory stress increased intracellular CHOL synthesis by disrupting SCAP-mediated HMG-CoA-R feedback regulation in the kidney, which causes “kidney statin resistance”^35^. In our study, we found severe renal inflammation in mice, which may lead to the onset and progression of statin resistance. Statin resistance leads to lipid accumulation and further exacerbates inflammation, forming a vicious cycle, that ultimately leads to EFD.

Statins not only inhibit cellular CHOL synthesis but also upregulate LDLR expression in the liver and peripheral tissues, leading to increased removal of LDL-C from the blood. However, the upregulation of LDLR in the kidney may result in increased LDLR-mediated uptake of LDL-C in the kidney. These findings suggest that the kidney is impaired by lipid accumulation mediated by the upregulation of LDLR expression and subsequent increase in LDLR-mediated uptake of LDL-C. In addition, we observed that the CD36 expression in the kidneys was significantly upregulated after long-term statins administration in mice. CD36 is a multifunctional receptor that mediates the binding and cellular uptake of long-chain fatty acids and oxidized lipids and has roles in lipid accumulation, inflammatory signaling, energy reprogramming, apoptosis and kidney fibrosis^36^. Upregulated CD36 expression in the renal proximal tubule indicates increases in CD36 retrieve albumin-bound fatty acids and oxidized lipids from the filtrate^37^. This change results in the accumulation of intracellular lipids and leads to accelerated progression of DN. Overall, we hypothesize that diabetic patients with inflammation may experience secondary distribution of CHOL after long-term statins administration, which reduces serum CHOL levels and increases kidney lipids due to increased HMGCR activity in the kidney and the upregulation of LDLR and CD36 expression.

Kidney lipid metabolism includes fatty acid synthesis, fatty acid uptake and FAO. In addition to fatty acid uptake, we found that fatty acid synthesis, the SREBP pathway, and other FAO-related genes were involved. SREBPs are major transcription factors that regulate the biosynthesis of fatty acids, CHOL, and TG. In humans, there are two SREBP genes, SREBP-1 and SREBP-2. SREBP-1 induces genes encoding enzymes that catalyze various steps in the fatty acid and TG synthesis pathways, such as ACC1, FAS, and SCD1^38^. Our results suggest that long-term statins administration increases in SREBP-1 and downstream FAS, SCD1, and ACC1 levels in the kidneys of diabetic mice, increases HMGCR expression. How do statins stimulate SREBP-1 activation by nuclear translocation? It is well known that insulin can potently induce de novo lipogenesis by selectively stimulating the processing of SREBP-1^39^. Accumulating evidence has shown that statins impair β-cell function, decrease insulin sensitivity and increase insulin resistance, which are related to an increase in new-onset diabetes mellitus among patients receiving statins^40,41^. In our study, insulin concentrations were significantly increased in the statin groups. Several lines of evidence suggest that the insulin-mediated PI3K/Akt/mTOR signaling pathway can regulate lipid biosynthesis through SREBP-1 and related lipogenic enzymes^42^. Therefore, we hypothesized that long-term statins administration exacerbates DN through the insulin-mediated PI3K/Akt/mTOR pathway. Our study showed that long-term statins administration activated the insulin-mediated PI3K/Akt/mTOR pathway and further activated the expression of the major downstream effectors FAS, ACC1, and SCD1, ultimately increasing intracellular lipid accumulation. The activation of SREBP-1 signaling in glomeruli correlated with lipid accumulation and the GFR in subjects with podocytopathies, including DN^43^. Furthermore, Gabitova-Cornell et al. showed that disrupting CHOL biosynthesis with statins switched glandular pancreatic carcinomas to a basal subtype via the activation of SREBP-1^18^, which is consistent with our results. In the present study, we investigated several FAO-related genes, such as ATGL and CPT1α. Our results showed the downregulation of renal ATGL and CPT-1α expression in mice after long-term statin administration, suggesting that FAO and lipolysis were inhibited, leading to LD deposition in the kidney. Our findings indicate that long-term statins administration may promote fatty acid intake and reduce FAO and TG decomposition, which lead to EFD in the kidney. EFD in renal epithelial tubular cells could induce the production of ROS and subsequently increase the expression of inflammatory and fibrotic factors, which was associated with the progression of DN^4^.

Furthermore, we used diabetic LDLR^−/−^ mice and diabetic *srebp1*‑deficient mice to validate the mechanism by which long-term statins administration leads to renal EFD in diabetic mice. We observed amelioration of renal EFD and tubular injury in both diabetic *LDLR*^*−/−*^ mice and diabetic *srebp1*‑deficient mice with DN, suggesting that long-term statins administration may induce renal EFD through the upregulation of renal LDLR and SREBP-1 expression. In the future, additional experiments in which long-term statins administration exacerbates DN in more robust animal models with more features of human DN may be performed.

No drugs are entirely free of adverse effects, and statins are no exception. Overestimating the clinical benefits of a drug or underestimating the risk will lead to public health problems. Although increased statin-induced insulin resistance has attracted much attention in recent years, we still need to recognize that the powerful CHOL-lowering and cardioprotective effects of statins vastly outweigh the potential increase in the risk of insulin resistance. Our results provide a new focus for long-term statins administration in the treatment of hyperlipidemia in patients with T2DM, revealing the risk of related renal function decline. Statins users should be monitored regularly for changes in glycemia and GHbA1c levels, and glucose-lowering medication must be adjusted in a timely manner to reduce the risk associated with long-term statins administration. In our study, we used metformin in combination with atorvastatin and found that this treatment significantly reduced renal injury caused by statins. Therefore, the combination of multiple glucose-lowering medications in patients with diabetes can alleviate the side effects of statins. One of the biggest limitations of our study was the inability to conduct a prospective clinical study to validate our findings. However, our findings in animal studies are consistent with a retrospective study by Mansi et al. that showed that statins use was associated with diabetes progression in patients with diabetes, which included data on statins use in patients with diabetes for up to 12 years^16^. The risk-benefit ratio of statins use in patients with diabetes should take into consideration the metabolic effects. Understanding the mechanism underlying this phenomenon could lead to the development of treatments to balance the cardiovascular benefits of statins therapy with the risk of diabetes progression. In future studies, it would be interesting to further examine a therapeutic regimen that has the potential to become a common addition to statins treatment in T2DM patients to reduce risk.

Collectively, our study shows that long-term statins administration has a CHOL-lowering effect and reduces NAFLD, but it also exacerbates insulin resistance, induces renal EFD and impairs renal function (Fig. 10). Our study suggests that T2DM patients should be monitored regularly for changes in blood glucose and GHbA1c levels to reduce the risk associated with long-term statins administration.

**Fig. 10:**
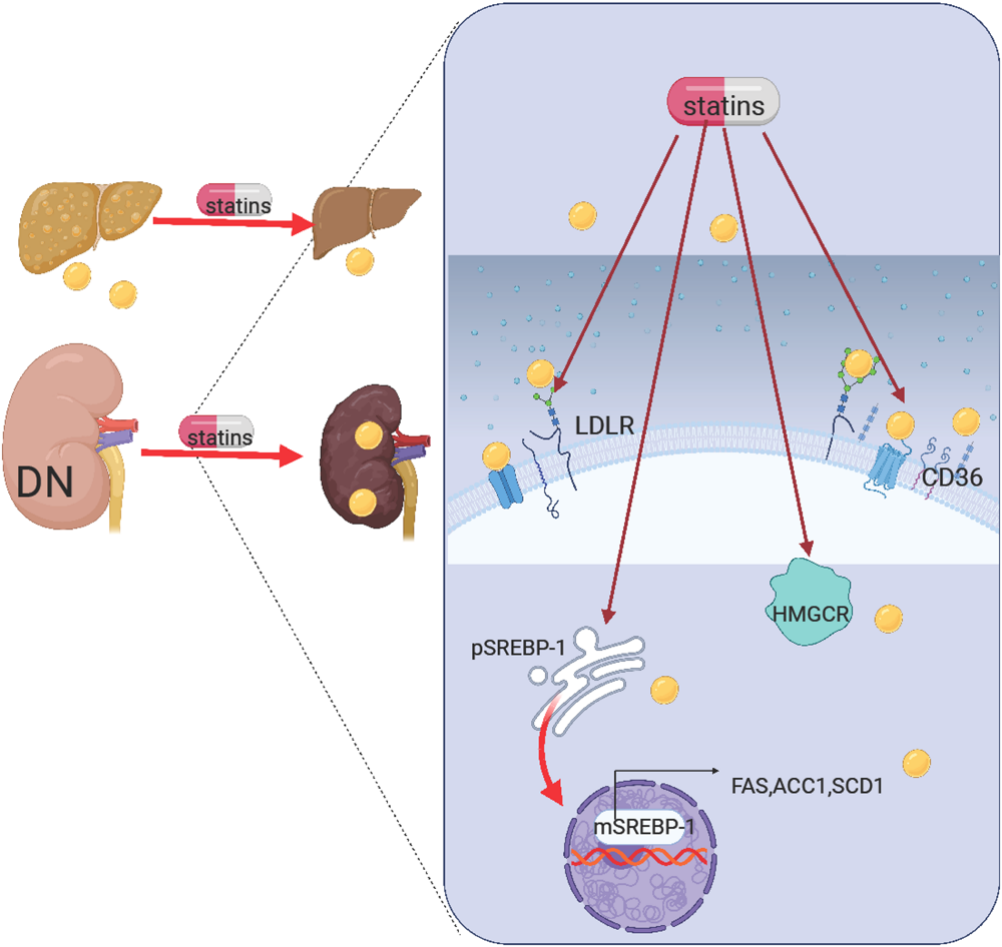
Graphical representation of long-term statins administration exacerbates diabetic nephropathy via EFD. Long-term administration of statins activates SREBP-1 fatty acid synthesis signaling, increases kidney lipid uptake, and inhibits fatty acid oxidation, which leads to EFD in the kidneys of diabetic mice. Graphics were created with Biorender.com.

## Methods

### Ethics statement

All experiments performed in this study were compiled with ethical regulations and approved by the Animal Care and Ethics Committee of Sun Yat-sen University. The details are described in the respective sections below.

### Animal model and treatment

*Db/m* (C57BLKS/J background) mice and *db/db* mice were purchased from GemPharmatech Co., Ltd (Jiangsu, China) following breeding at the Center for Disease Model Animals of Sun Yat-sen University. The *db/m* is the heterozygous mouse without diabetes, and are often used as the control for *db/db* mice. Ten-weeks-old male *db/db* mice and *db/m* mice were enrolled in these experiments and divided into five groups: Db/m group, Db group, Db + Ato5 group (atorvastatin 5 mg kg^−1^ BW/day), Db + Ato10 group (atorvastatin 10 mg kg^−1^ BW/day) and Db + Rosu20 group (Rosuvastatin 20 mg kg^−1^ BW/day). Mice were randomly assigned to experimental groups. Only male mice were enrolled. *n* = 16 in each group. In addition, we also used *db/m* mice as a control group administered statins and divided into four groups: Db/m + Ato5 group, Db/m + Ato10 group; Db/m + Rosu20 group. *n* = 8 in each group. In addition, we set up two groups, the Db + Met group (metformin 100 mg kg^−1^ BW/day) and the Db + Met + Ato10 group (metformin 100 mg kg^−1^ BW/day + atorvastatin 10 mg kg^−1^ BW/day). *n* = 6 in each group. The dose of Atorvastatin and Rosuvastatin was determined based on previous studies^17–19^. Statins were suspended in 0.9% saline and administered five consecutive days a week via oral gavage. All animals were given water and chow diet (purchased by Guangdong Medical Laboratory Animal Center, consisting of fat [4.8%], protein [18.6%], and carbohydrate [61%]) during the whole experiment period. During this period, body weight, FBG were measured. The duration of our observation lasted until the 50th weeks. Briefly, the mice were anesthetized with 1% isoflurane. At the end of the experiment, kidney and liver tissues were fixed and embedded for subsequent detection. All serum and tissue samples were stored at −80 °C.

Streptozotocin (STZ)-induced T2DM mouse model were constructed using a method described previously in our paper^44^. Briefly, mice of the model group were treated with HFD at 4-weeks-old and were treated with seven consecutive intravenous injections of STZ (40 mg/kg, Sigma, St. Louis, MO) in citrate buffer (pH 4.6) at 8-weeks-old, while the control animals received chow diet and the same volume of citrate buffer. The animals of model group were given 10% sucrose/water during the period from 12 h after the first STZ injection to 12 h after the last injection and were given HFD during the whole experiment period. The animals of control group were given water and chow diet during the whole experiment period. The blood glucose level was monitored with a glucometer (One Touch Ultra Easy, Life Scan, PA, USA), on 2 weeks after the last STZ injection, and animals with blood glucose levels greater than 12 mmol/l were considered diabetic. Four-weeks-old male C57BL/6J mice were purchased from Laboratory Animal Center of Sun Yat-sen University. *n* = 3 in each group. Only male mice were enrolled. LDLR‑deficient (*LDLR*^−/−^) mice (C57BL/6JGpt background) were obtained from the Jackson Laboratory, and *srebp1*‑deficient mice were purchased from GemPharmatech Co., Ltd (Jiangsu, China) (Strain NO. T037279). Two kinds of mice were also used for induce T2DM model. *n* = 3 in each group. Only male mice were enrolled. The experimental grouping, and statins treatment of STZ-induced diabetic mice were the same as those of *db/db* mice.

Eight-week-old male C57BL/6J and KK-Ay mice were obtained from Beijing HFK Bioscience Co. Ltd. (Beijing, China). KK-Ay mice were a kind of T2DM mouse model and allowed free access to HFD^45^. KK-Ay mice are a cross between diabetic KK and lethal yellow (Ay) mice, and carry a heterozygous mutation of the agouti gene. The severity of hyperglycemia and insulin resistance is exacerbated by the introduction of Ay allele into the KK background. The genetic background of KK mice and KK-Ay mice is the inbred mouse strain of C57BL/6J, which is always used as the control for KK mice or KK-Ay mice.C57BL/6J mice were fed regular chow and there were considered as control group. *n* = 4 in each group. Only male mice were enrolled. The experimental grouping, and statins treatment of KK-Ay diabetic mice were the same as those of *db/db* mice.

Four-week-old ApoE‑deficient (ApoE^*−/−*^) mice (C57BL/6JGpt background) were also randomly assigned to 6 groups: ApoE group, HFD group, HFD + Ato3 group (atorvastatin 3 mg kg^−1^ BW/day), HFD + Ato5 group (atorvastatin 5 mg kg^−1^ BW/day), HFD + Ato10 group (atorvastatin 10 mg kg^−1^ BW/day) and HFD + Rosu20 group (Rosuvastatin 20 mg kg^−1^ BW/day). *n* = 5 in each group. To induce hyperlipidemia, ApoE^*−/−*^ mice were treated with HFD (D12492, consisting of fat [60%], protein [20%], and carbohydrate [20%]; all from Readydietech Co., Ltd. (Shenzhen, P. R. China) at 4-weeks-old during the whole experiment period. After 4-weeks HFD, the ApoE^*−/−*^ mice were orally administered with statins or vehicle once per day for 12 weeks. The HFD modeling method, experimental grouping, and statins treatment of C57BL/6J mice were the same as those of ApoE^*−/−*^ mice. The HFD model group were assigned to six groups: CON group, HFD group, HFD + Ato3 group, HFD + Ato5 group, HFD + Ato10 group and HFD + Rosu20 group. Only male mice were enrolled. *n* = 4 in each HFD model group.

All mice were maintained at the Center for Disease Model Animals of Sun Yat-sen University. All mice were housed in an animal facility with a 12 h light–dark cycle and water. Mice were housed on a 12 h light–dark cycle at 22–25 °C with 40–70% humidity and allowed free access to food and water except as noted. Mice were euthanized by intraperitoneal injection of 150 mg/kg sodium pentobarbital when they reached the experimental time endpoint or when any of the following criteria were met. (1) persistent lethargy and failure to clean hair; (2) failure to respond to physical interventions or behavioral signs of human touch, including marked inactivity, dyspnea, sunken eyes, and hunched posture; and (3) abnormal central nervous responses (convulsions, tremors, paralysis, head tilt, etc.). Animal care and handling were performed in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animal experiments were performed according to the regulations approved by the Animal Care and Ethics Committee of Sun Yat-sen University (the protocol number is 2021000957).

### GFR measurement

GFR was measured at 36 weeks of disease course. *Db/db* mice were injected retro-orbitally with FITC-sinistrin (7 mg 100 g^−1^ body weight; MediBeacon, Germany). A miniaturized imager device (MediBeacon) was used to detect fluorescence in the skin on the shaved back over 1 h. GFR was calculated on the basis of the kinetics of fluorescence decay^46^. *n* = 4 in Db/m and Db/db group, *n* = 6 in Db + Ato10 group.

### Serum and urine measurement

The serum Adiponectin and Leptin levels were examined using an enzyme-linked immunosorbent assay (ELISA) (DY1119 and DY498, R&D Systems, Minnesota, USA). The serum fasting insulin levels and Glycated Hemoglobin A1c (GHbA1c) levels were examined using an ELISA kit (E08141m, Cusabio, Wuhan, China). The serum creatinine, TG, TCHO, LDLC and HDLC levels were examined using commercial reagent kits (C011-2-1, A110-1-1, A111-2-1, A113-1-1, A112-1-1, Jiancheng, Nanjing, Jiangsu, China). Urinary hemoglobinuria test was used a Urine Hemoglobin Qualitative Detection Kit (ADS043TC0, MEIMIAN, Jiangsu, China).

### UACR and urinary kidney injury molecule-1 (KIM-1) levels

To assess urinary albumin excretion, *db/db* mice urine samples were collected by metabolic cage in 12 h per 4 weeks and stored at −80 °C. The urinary albumin was quantified using a Mouse Albumin ELISA Quantification Kit (E-EL-M0792c, Elabscience, Wuhan, China), Mouse Kidney injury molecule 1 (KIM−1) ELISA Kit (CSB-E08809m, Elabscience, Wuhan, China) and urine creatinine (C011-2−1, Jiancheng, Nanjing, Jiangsu, China) according to the manufacturer’s instructions. *n* = 4 in each group.

### Insulin tolerance test (ITT)

ITT was measured at 40 weeks of disease course. To perform the ITT, 1 U kg^−1^ of insulin (Novolin R, Novo Nordisk, Bagsvaerd, Denmark) was i.p. injected into the *db/db* mice had fasted for 12 h. The blood glucose levels were examined 0, 15, 30, 60 and 120 min after the injection. The curve of the blood glucose change level was drawn, and the area under the curve was calculated. *n* = 4 per time point, and *n* = 5 per time point in Db + Ato5 group.

### Tissues FFAs uptake fluorescence imaging

FFAs uptake was measured at 40 weeks of disease course. *Db/db* mice were injected with 1 μg g^−1^ body weight BODIPY-FFA (D3821, Thermo Fisher, MA, USA) via the tail vein, 45 min later, the kidney was collected after removing fat and blood and rinsed in PBS. X-ray and fluorescence imaging were performed using a small animal living fluorescence imaging system (Xtrem, Bruker, Germany) and the mean photons were calculated. The detection parameters are as follows: excitation wavelength 460 nm, emission wavelength 535 nm and exposure time 2 s. *n* = 3 in each group.

### Histological staining

The kidney and liver tissues were fixed in 4% paraformaldehyde (pH 7.4) overnight for histological analysis, embedded in paraffin, and serially sectioned at 3.5 μm. Standard hematoxylin and eosin staining, Masson’s trichrome stain, Sirus red staining and PAS staining were used. GBM thickness was determined by PASM staining. All the histological staining images were captured by a microscope (DFC700T, Leica, Germany).

### Transmission electron microscopy (TEM)

Kidney ultrastructure was examined under a transmission electron microscope (Tecnai G2 Spirit Twin +GATAN 832.10W; FEI; Czech Republic) using conventional methods. In brief, kidney tissues were fixed with 2.5% glutaraldehyde in 0.1 mol/l phosphate buffer (pH 7.4), followed by 1% OsO4. After dehydration, thin sections were stained with uranyl acetate and lead citrate for observation, images were acquired digitally.

### Immunohistochemistry (IHC) and immunofluorescence (IF)

The kidney samples sections were blocked with 3% hydrogen peroxide and then performed at 95 °C for 10 min using citrate buffer (P0083, Beyotime, Shanghai, China), then blocking steps were carried out using the QuickBlock™ Blocking Buffer (P0260, Beyotime, Shanghai, China) according to the manufacturer’s instructions. The sections were then incubated with various antibodies, including anti-α-SMA (1:200), anti-COL1A1 (1:200), anti-CD68 (1:100), anti-4-HNE (1:100), anti-NGAL (1:100), anti-IL−1β (1:100), anti-SREBP-1 (1:200), anti-FAS (1:100), anti- SCD1 (1:100), anti-CD36 (1:100), anti-LDLR (1:100), anti-RAGE (1:100), anti- NF-Κb (1:150), anti-WT1 (1:100), anti-Nephrin (1:100), anti-HMGCR (1:100), BODIPY™493/503 (1:1000). After incubated with primary antibody at 4 °C overnight, the sections incubated with secondary antibody (Beyotime, Shanghai, China) at 37 °C for 30 min. Visualization was accomplished using 3,3N-diaminobenzidine tertrahydrochloride (DAB) (P0202, Beyotime, Shanghai, China). Sections were counterstained with hematoxylin (G1080, Solarbio, Beijing, China). In the negative controls, the primary antibody was omitted and replaced with the blocking solution. All the histological staining and immune-fluorescence images were captured by a microscope (DFC700T, Leica, Germany). Image-Pro Plus version 6.0 software (Media Cybernetics, Inc., Rockville, MD, USA) was used to assess the integrated optical density (IOD) value of the IHC section. IOD values of immunohistochemistry sections were evaluated by using image pro plus version 6.0 software (Media Cybernetics, Inc., Rockville, MD, USA). The IOD of the digital image (magnification, ×400) was designated as the representative RAGE staining intensity. Since RAGE is widely expressed in kidney and not specifically expressed in a particular tubule, we selected ten randomly selected fields including distal tubules, proximal tubules and glomeruli with blind method. The IOD of each field was counted and the data were subjected to statistical analysis. Positive areas were semi-quantitatively analyzed by ImageJ software program (National Institutes of Health, Bethesda, MD, USA). Positive areas of the digital images (magnification, ×200, and Nephrin staining ×1000) were designated as representative for calculating the value of staining intensity. The positive areas from ten randomly selected fields were calculated by blind method and subjected to statistical analysis. Specifically, we quantified larger areas of the sections rather than specific tubules. As for potential background staining, the effect of background staining or non-specific staining on the research conclusion can be eliminated by setting up the control groups. And we can eliminate the influence of the background color on the positive expression analysis by setting the “threshold” of ImageJ or image pro plus version 6.0 which are efficient software. WT1 positive cells from 20 randomly selected fields of glomeruli sections were counted by blind method and subjected to statistical analysis. The antibodies are listed in “Reporting summary” and Supplementary Tables 4 and 5.

### Oil red O staining

Frozen tissue sections (7 μm) were stained with oil red O (Sigma-Aldrich, St. Louis, MO, USA) for 20 min. All the histological staining images were captured by a microscope (DFC700T, Leica, Germany).

### TUNEL histology

Sections were deparaffinized and hydrated in xylene and gradient concentrations of ethanol, then incubated in proteinase K at room temperature for 30 min and stained with TUNEL kit (C1091, Beyotime Institute of Biotechnology, China). TUNEL assay was then performed according to the instructions by the manufacturer. All the histological staining images were captured by a microscope (DFC700T, Leica, Germany).

### Dihydroethidium (DHE) staining

We used the *db/db* mouse model for DHE staining, and the animal number of *n* was 6. Unfixed frozen kidney (7 μm) after dehydration with a 30% sucrose solution were incubated with 2 μM DHE (D7008, Molecular Probes, Sigma, USA) for 30 min in a light-protected chamber at 37 °C.

### RNA sequencing (RNA-Seq) analysis and data processing

Total RNA was extracted from kidney of *db/db* mice at 40th week of course, include Db group, Db + Ato10 group (three samples per group). The RNA library was sequenced on the BGISEQ-500 platform (BGI Genomics, Shenzhen, China). 

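In the comparison of 3 Db + Ato10 with 3 Db kidneys, the smallest adjusted p-value over all tested genes was 0.239 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With no fold change threshold the number of DEGs was also 0. A fold change over 1.5 together with an unadjusted p-value under 0.05 was found for 1839 genes, 1348 higher and 491 lower in the Db + Ato10 group. In 3180 genes (23.2% of those tested) every library of one group lay above every library of the other, where 10% would be expected by chance. That share is an average over splits of the libraries. Genes vary together, so a single split can lie far from it, and other splits were not counted this way.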

Differentially expressed genes (DEGs) were screened using two criteria: (1) a fold change greater than 1.5 and (2) a corresponding adjusted *p* value < 0.05. 

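Since 0 genes met the DEG criteria with edgeR, categories were compared for the DEGs of DESeq2. Reactome categories stood in for KEGG classes. Of the 711 tested genes of the immune system category, 125 were DEGs (odds ratio 3.34, two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.35e-20 over 16 categories). Extracellular matrix organization had 48 DEGs of 198 genes (odds ratio 4.26, adjusted p = 7.71e-13 from the same exact test), hemostasis 58 of 357 (odds ratio 2.57, adjusted p = 7.93e-08) and signal transduction 124 of 1247 (odds ratio 1.49, adjusted p = 0.00186). Gene expression (12 of 726), metabolism of proteins (19 of 515) and the TCA cycle with respiratory electron transport (2 of 119) held fewer DEGs than the other annotated genes, with odds ratios of 0.176, 0.432 and 0.201. By direction, the immune system held 117 of the 317 annotated higher DEGs (odds ratio 3.95) and 8 of the 61 lower ones (odds ratio 0.893). Transmembrane transport of small molecules was the only category with more lower DEGs than the other annotated genes after adjustment (17 of 61, odds ratio 4.58, adjusted p = 5.35e-05 from the same exact test), beside an odds ratio of 0.634 among higher DEGs, and with both directions together it held 34 DEGs of 395 genes (adjusted p = 0.547). Fisher's test treats genes as independent, which they are not.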

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway-enrichment analysis with a *p* value < 0.05 were considered significantly enriched. The analysis of DEGs and KEGG pathways was performed at Dr.tom online (https://biosys.bgi.com).

The affymetrix raw files generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE196701.

### Immunoblot analysis

Protein lysates from human tubular cell line (HK-2) cells, kidneys and liver were subjected to SDS-PAGE and then to immunoblot analysis to detect the expression of IL-1 beta, HSP90, NGAL, HMGCR, LDLR, CD36, CPT1α, ATGL, p-PI3K, PI3K, p-Akt (Thr308), p-Akt (Ser473), t-Akt, p-P70(S6K), P70(S6K), SREBP-1, FAS, ACC1, SCD1, Caspase 3 and PPARγ following the standard procedure. The antibodies are listed in “Reporting summary” and Supplementary Table 4.

### Cell culture and treatments

The HK-2 (presented by Prof. Weidong Wang, Zhongshan School of Medicine, Sun Yat-sen University) cells were cultured in DMEM/F12 medium supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin (all from Life Technologies, Carlsbad, CA) and maintained at 37 °C in 5% CO_2_ atmosphere. Specifically, HK-2 cells were subjected to starvation in a serum-free medium overnight, then treat with OA (O1383, Sigma-Aldrich) (120 μM) and insulin 2.4 μM for 24 h, and separately subjected to treated with MK-2206 2HCI (S1078, Selleck Chemicals) 1 and 10 μM, CCI-779 (NSC 683864, Selleck) 1 and 10 μM for 24 h. The control group always cultured in a serum-free medium. The experiment was repeated three times. HK-2 cells were stained using SREBP-1 (1:200), BODIPY (1:1000) antibodies and secondary antibodies conjugated with Alexa Fluor. These cells were counterstained with DAPI, and their fluorescent signals were visualized using fluorescence microscope (LSM 800, Zeiss).

### Statistical analysis

All analyses are expressed as means ± SEM and analyzed using the statistical package for the GraphPad Prism 9.2 (Inc., La Jolla, CA) and the statistical package IBM SPSS Statistics software (SPSS) (Versions 22.0) (Inc., Chicago, IL). Significance tests were two-tailed, One-way ANOVA followed by Tukey’s test was performed. In all statistical comparisons, *p* value < 0.05 was used to indicate a statistically significant difference.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Source data contained the raw data underlying the following types of display items: any reported means/averages in bar charts, and tables, and uncropped versions of any gels or blots, labeled with the relevant panel and identifying information. The affymetrix raw files generated in this study have been deposited in the GEO database under accession code GSE196701. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Long-term statins administration exacerbates diabetic nephropathy via ectopic fat deposition in diabetic mice
**Source:** Nat Commun. 2023 Jan 24;14:390. doi: 10.1038/s41467-023-35944-z
**Supplement:** Supplementary file 1 — Supplementary Information

**Long-term statins administration exacerbates diabetic  
nephropathy via ectopic fat deposition in diabetic  
mice**

Tong-sheng Huang<sup>1,2#</sup>, Teng Wu<sup>1,2#</sup>, Yan-di Wu<sup>1,2</sup>, Xing-hui Li<sup>1,2</sup>, Jing Tan<sup>1,2</sup>,  
Cong-hui Shen<sup>1,2</sup>, Shi-jie Xiong<sup>1,2</sup>, Zi-qi Feng<sup>1,2</sup>, Sai-fei Gao<sup>1</sup>, Hui Li<sup>1</sup>, Wei-bin  
Cai<sup>1,2,3 \*</sup>

Animals, Laboratory Animal Center, Zhongshan School of Medicine, Sun Yat-  
sen University, Guangzhou 510080, Guangdong, China.

Guangdong, China.

These authors contributed equally: Tong-sheng Huang, Teng Wu.

**Supplementary Table 1: CK-MB and Myoglobin of *db/db* mice treated with**

**statin.** All mice were approximately 50 weeks old.  $n = 6$  or  $9$  in each group.

One-way ANOVA with Tukey post hoc test was used for the analysis of

statistical significance. Data are expressed as means  $\pm$  SEM. As for S-CK-MB,

compared with Db/m,  $P = 0.002$  (Db),  $P = 0.007$  (Db+Ato5),  $P = 0.005$

(Db+Ato10),  $P = 0.006$  (Db+Rosu20). Significance  $*P < 0.05$  versus Db/m group;

$**P < 0.01$  versus Db/m group. Source data are provided as a Source Data file.

| Groups             | Db/m             | Db               | Db+Ato5           | Db+Ato10             | Db+Rosu20         |
|--------------------|------------------|------------------|-------------------|----------------------|-------------------|
| S-CK-MB (ng/mL)    | 15.32 $\pm$ 8.10 | 215.82 $\pm$ 11  | 210.05 $\pm$ 106. | 220.35 $\pm$ 132.20* | 226.31 $\pm$ 147. |
|                    |                  | 2.25**           | 94**              | *                    | 40**              |
| S-Myoglobin(ng/mL) | 36.01 $\pm$ 2.70 | 37.97 $\pm$ 3.82 | 36.76 $\pm$ 4.30  | 38.07 $\pm$ 2.90     | 37.99 $\pm$ 2.59  |

**Supplementary Table 2: Leptin and Insulin of *db/db* mice treated with**

**statin.** All mice were approximately 50 weeks old.  $n = 6$  or  $9$  in each group.

One-way ANOVA with Tukey post hoc test was used for the analysis of

statistical significance. Data are expressed as means  $\pm$ SEM. As for S-Leptin,

compared with Db/m,  $P < 0.001$  (Db),  $P < 0.001$  (Db+Ato5),  $P < 0.001$

(Db+Ato10),  $P < 0.001$  (Db+Rosu20); compared with Db,  $P < 0.001$  (Db+Ato5),

$P = 0.001$  (Db+Ato10),  $P = 0.001$  (Db+Rosu20). As for S-Insulin, compared with

Db/m,  $P < 0.001$  (Db),  $P < 0.001$  (Db+Ato5),  $P < 0.001$  (Db+Ato10),  $P < 0.001$

(Db+Rosu20). Significance  $*P < 0.05$  versus Db/m group;  $****P < 0.0001$

versus Db/m group.  $\#P < 0.05$  versus Db group;  $##P < 0.01$  versus Db group;

$###P < 0.001$  versus Db group,  $####P < 0.0001$  versus Db group. Source data are

provided as a Source Data file.

| Groups             | Db/m       | Db             | Db+Ato5         | Db+Ato10        | Db+Rosu20       |
|--------------------|------------|----------------|-----------------|-----------------|-----------------|
| S-Leptin(ng/mL)    | 3.90±0.827 | 40.57±6.89**** | 37.36±21.68**** | 39.80±10.36**** | 42.20±24.24**** |
| S-Insulin (mIU/mL) | 7.25±1.44  | 28.93±6.41**** | 49.90±9.20****  | 44.90±8.82****  | 46.83±9.80****  |

### Supplementary Table 3: Biochemical profiles of STZ/HFD-induced

**diabetic mice treated with statin.** All mice were approximately 50 weeks old.

$n = 6$  in each group. One-way ANOVA with Tukey post hoc test was used for

the analysis of statistical significance. Data are expressed as means  $\pm$  SEM. As

for S-Leptin, compared with Db/m,  $P = 0.002$  (Db),  $P < 0.001$  (Db+Ato5),  $P <$

$0.001$  (Db+Ato10),  $P = 0.002$  (Db+Rosu20); compared with Db,  $P = 0.014$

(Db+Ato10). As for S-Adiponectin, compared with Db/m,  $P = 0.004$  (Db),  $P =$

$0.007$  (Db+Ato5),  $P = 0.002$  (Db+Ato10),  $P = 0.001$  (Db+Rosu20). As for S-Chol,

compared with Db/m,  $P < 0.001$  (Db),  $P = 0.170$  (Db+Ato5),  $P = 0.023$

(Db+Ato10),  $P = 0.072$  (Db+Rosu20); compared with Db,  $P = 0.004$  (Db+Ato5),

$P = 0.012$  (Db+Ato10),  $P = 0.012$  (Db+Rosu20). As for S-TG, compared with

Db/m,  $P < 0.001$  (Db),  $P = 0.098$  (Db+Ato5); compared with Db,  $P = 0.003$

(Db+Ato5),  $P < 0.001$  (Db+Ato10),  $P < 0.001$  (Db+Rosu20). As for S-LDL-C,

compared with Db/m,  $P = 0.048$  (Db). As for S-Cr, compared with Db/m,  $P =$

$0.160$  (Db),  $P = 0.023$  (Db+Ato5),  $P = 0.002$  (Db+Ato10),  $P < 0.001$

(Db+Rosu20); compared with Db,  $P = 0.009$  (Db+Ato10),  $P = 0.001$

(Db+Rosu20). As for S-AST, compared with Db/m,  $P < 0.001$  (Db),  $P < 0.001$

(Db+Ato5),  $P = 0.001$  (Db+Ato10),  $P = 0.001$  (Db+Rosu20); compared with Db,

$P = 0.028$  (Db+Ato10),  $P = 0.059$  (Db+Rosu20). As for S-ALT, compared with

Db/m,  $P < 0.001$  (Db),  $P = 0.003$  (Db+Ato5),  $P < 0.001$  (Db+Ato10),  $P = 0.001$  (Db+Rosu20); compared with Db,  $P = 0.029$  (Db+Ato5),  $P = 0.095$  (Db+Ato10),  $P = 0.103$  (Db+Rosu20). Significance \* $P < 0.05$  versus Db/m group; \*\* $P < 0.01$  versus Db/m group; \*\*\* $P < 0.001$  versus Db/m group, \*\*\*\* $P < 0.0001$  versus Db/m group. # $P < 0.05$  versus Db group; ## $P < 0.01$  versus Db group; ### $P < 0.001$  versus Db group, #### $P < 0.0001$  versus Db group. Source data are provided as a Source Data file.

| Groups                | Con        | Stz                 | Stz+Ato5      | Stz+Ato10             | Stz+Rosu20          |
|-----------------------|------------|---------------------|---------------|-----------------------|---------------------|
| S-Insulin (mIU/mL)    | 7.26±1.44  | 37.36±8.16<br>****  | 40.54±11.51** | 51.92±10.9<br>1****#  | 37.24±16.29<br>**** |
| S-Adiponectin (pg/mL) | 36.92±4.30 | 31.37±3.07<br>***   | 31.76±2.82*** | 31.23±3.59<br>***     | 30.36±4.57***       |
| S-Leptin (ng/mL)      | 3.80±0.81  | 3.39±0.58           | 3.53±0.57     | 3.43±0.45             | 4.17±0.47##         |
| S-Chol (mmol/L)       | 1.93±0.47  | 4.24±1.36*<br>***   | 2.61±0.81##   | 2.96±0.90*<br>#       | 2.83±0.73#          |
| S-TG (mmol/L)         | 0.52±0.07  | 0.87±0.23*<br>***   | 0.64±0.13##   | 0.54±0.08<br>####     | 0.57±0.05<br>####   |
| S-LDL-C (mmol/L)      | 0.46±0.09  | 0.73±0.24*          | 0.64±0.39     | 0.51±0.20             | 0.56±0.11           |
| S-HDL (mg/dL)         | 2.65±0.33  | 1.70±0.57           | 2.48±1.10     | 2.36±0.70             | 2.47±0.91           |
| S-Cr (μmol/L)         | 29.88±4.16 | 48.06±12.2<br>6**** | 55.97±9.84*   | 75.17±27.9<br>3****## | 68.82±<br>8.36***#  |
| S-AST (U/L)           | 11.56±7.29 | 36.45±9.58<br>****  | 30.77±5.37*** | 26.21±8.35<br>****#   | 27.22±7.65<br>****  |
| S-ALT (U/L)           | 11.16±4.21 | 35.97±7.29<br>***   | 25.10±6.99**# | 28.42±11.3<br>7***#   | 27.99±4.85<br>***#  |

**Supplementary Table 4: Antibody Information.**

| <b>Antibodies</b>                            | <b>Manufacture and item NO.</b>    | <b>Application</b> |
|----------------------------------------------|------------------------------------|--------------------|
| $\alpha$ -SMA                                | Cell signaling technology(19245S)  | IHC                |
| COL1A1                                       | Cell signaling technology(72026S)  | IHC                |
| NF- $\kappa$ B                               | Cell signaling technology(8242S)   | IF                 |
| CD68                                         | Cell signaling technology(97778S)  | IHC                |
| 4-HNE                                        | Abcam(ab46545)                     | IHC                |
| IL-1 $\beta$                                 | Cell signaling technology(12242S)  | WB, IHC            |
| NGAL                                         | Abcam (ab125075)                   | WB, IHC            |
| SREBP-1                                      | Novus Biologicals (NB100-2215)     | WB, IHC            |
| Akt (pan) (C67E7)                            | Cell signaling technology (4691S)  | WB                 |
| Phospho-Akt (Ser473)                         | Cell signaling technology (4060S)  | WB                 |
| Phospho-Akt (Thr308) (244F9)                 | Cell signaling technology (4056S)  | WB                 |
| FAS                                          | Cell signaling technology (3180S)  | WB, IHC            |
| SCD1                                         | Cell signaling technology (2794S)  | WB, IHC            |
| ACC1                                         | Proteintech (21923-1-AP)           | WB                 |
| Phospho-p70 S6 Kinase (Thr389)               | Cell signaling technology (9205S)  | WB                 |
| p70(S6K) Polyclonal antibody                 | Proteintech (14485-1-AP)           | WB                 |
| PI3 Kinase p85 (19H8)                        | Cell signaling technology (4257S)  | WB                 |
| Phospho-PI3 Kinase p85 (Tyr458)/p55 (Tyr199) | Cell signaling technology (4228S)  | WB                 |
| ATGL (30A4)                                  | Cell signaling technology (2439S)  | WB                 |
| CD36                                         | Sigma aldrich (HPA002018)          | WB, IHC            |
| CPT1 $\alpha$                                | Cell signaling technology (12252S) | WB                 |
| RAGE                                         | Proteintech (16346-1-AP)           | IHC                |
| LDLR                                         | Proteintech (10785-1-AP)           | IHC, WB            |
| Anti-Wilms Tumor                             | Abcam (ab89901)                    | IF                 |
| Nephrin                                      | R&D (AF3159)                       | IF                 |
| PPAR $\gamma$ (81B8)                         | Cell signaling technology (2443S)  | WB                 |
| HMGCR                                        | Abcam (ab242315)                   | IHC, WB            |

**Supplementary Table 5: IHC-related Antibody Information**

| Antibody         | Labeling position                          | Subcellular localization                                                                                    | IHC in Figure                   |
|------------------|--------------------------------------------|-------------------------------------------------------------------------------------------------------------|---------------------------------|
| α-SMA            | Myofibroblasts                             | Cytoplasm, Cytoskeleton                                                                                     | Fig 3d                          |
| COL1A1           | ECM                                        | Extracellular matrix                                                                                        | Fig 3c                          |
| NF-κB            | Podocytes and tubular epithelial cell      | Nucleus, Cytoplasm.                                                                                         | Fig 4b                          |
| CD68             | Macrophages                                | Cell membrane, Endosome, Lysosome, Membrane                                                                 | Fig 4a                          |
| 4-HNE            | Podocytes and tubular epithelial cell      | Cytoplasmic                                                                                                 | Fig 5f & Supplemental Figure 7d |
| IL-1β            | Podocytes and tubular epithelial cell, ECM | Cytoplasm, Lysosome, Secreted                                                                               | Fig 4d                          |
| NGAL             | Tubular epithelial cell, ECM               | Cytoplasmic, Secreted                                                                                       | Fig 4c                          |
| SREBP-1          | Podocytes and tubular epithelial cell      | Membranes of ER, Golgi and Cytoplasmic Vesicles. Processed SREBP1 (1-490 a.a.), translocate to the nucleus. | Fig 7a                          |
| FAS              | Podocytes and tubular epithelial cell      | Endoplasmic reticulum, Membrane                                                                             | Fig 7b                          |
| SCD1             | Podocytes and tubular epithelial cell      | Endoplasmic reticulum membrane.                                                                             | Fig 7c                          |
| LDLR             | Podocytes and tubular epithelial cell      | Cell membrane, Coated pit, Endosome, Golgi apparatus, LDL, Lysosome, Membrane                               | Fig 6c & Supplemental Figure 2d |
| Anti-Wilms Tumor | Podocytes                                  | Nucleus.                                                                                                    | Fig 2e                          |
| Nephrin          | Podocytes                                  | Cell membrane, Membrane                                                                                     | Fig 2f                          |
| CD36             | Podocytes and tubular epithelial cell      | Cell membrane. Membrane raft. Golgi apparatus. Apical cell membrane.                                        | Fig 6d                          |
| RAGE             | Podocytes and tubular epithelial cell, ECM | Secreted and Cell membrane.                                                                                 | Fig 1g & Supplemental Figure 7c |
| HMGCR            | Podocytes and tubular epithelial cell      | Endoplasmic reticulum membrane. Peroxisome membrane.                                                        | Fig 6b & Supplemental Figure 2c |

77 **Supplementary figure**

a.

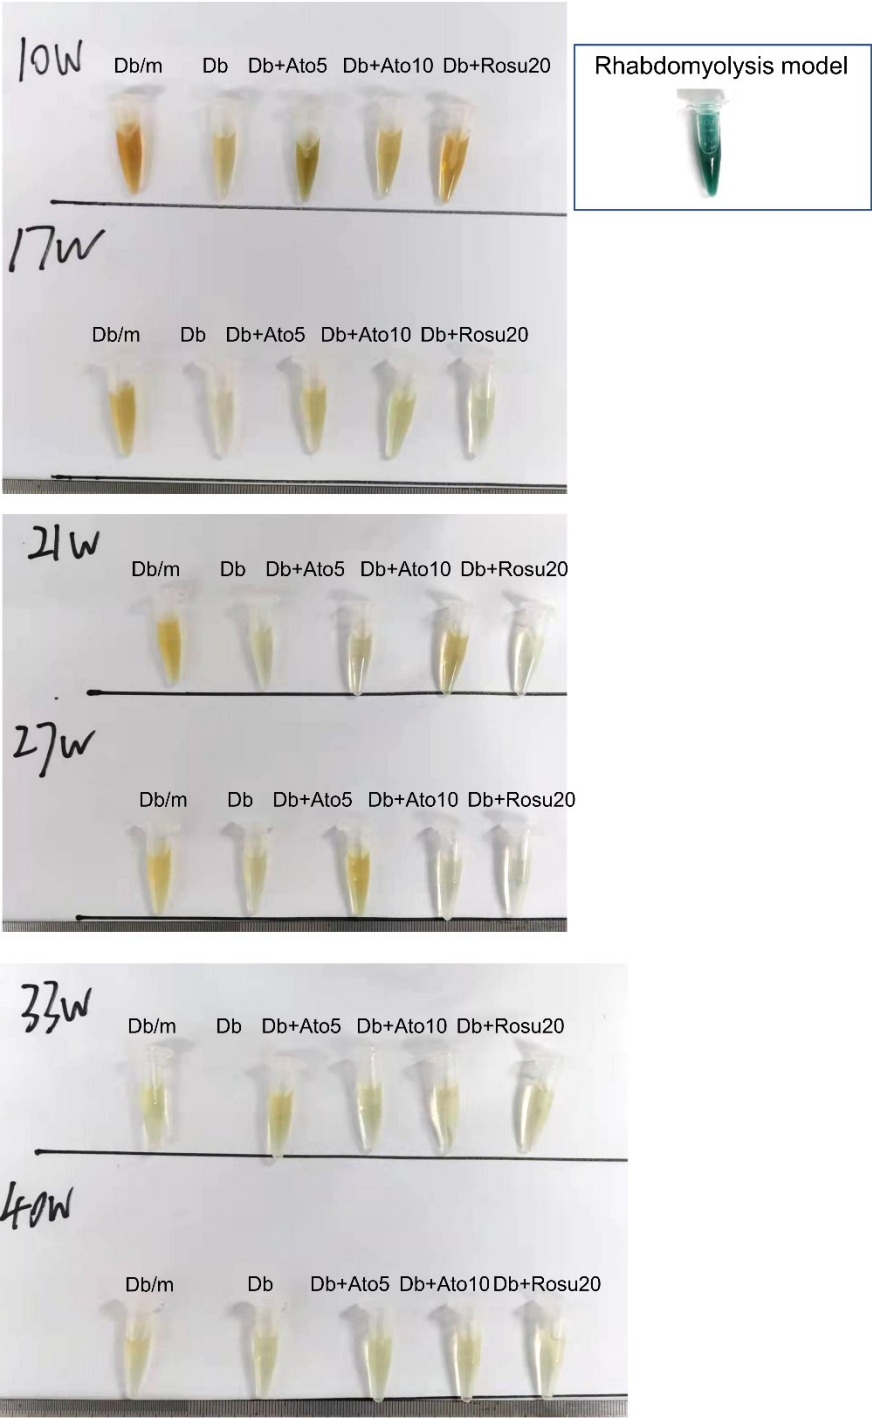

78

79 **Supplementary Figure 1. Long-term statins administration did not cause**  
80 **hemoglobinuria due to myolysis. (a) Time-course of urinary hemoglobin**  
81 **qualitative detection. Source data are provided as a Source Data file.**

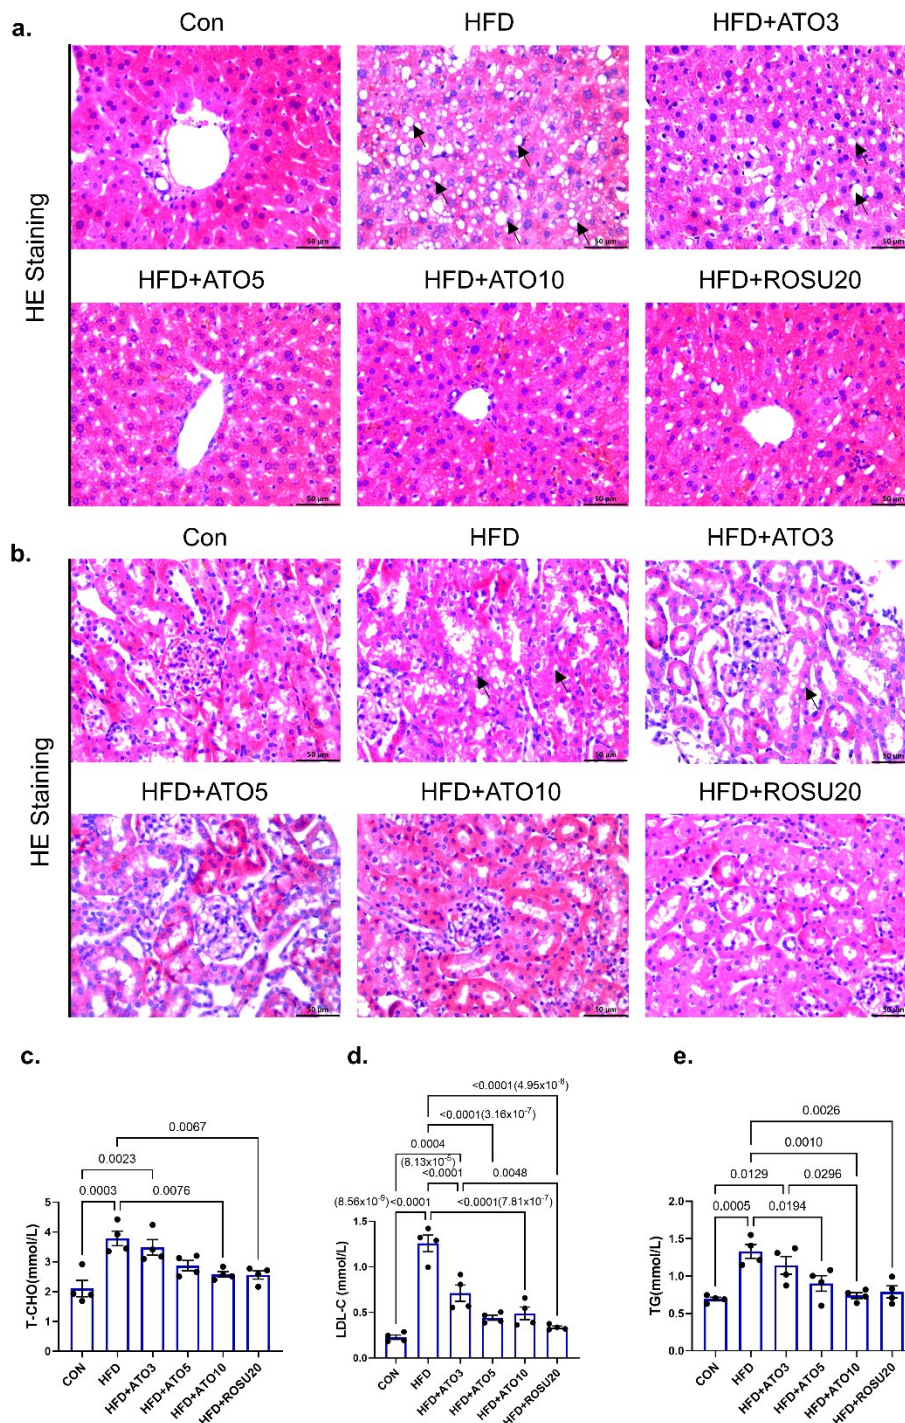

**Supplementary Figure 2. Pathological characteristics and lipid profile of long-term statins administration in HFD mice.** All mice were approximately 50 weeks old. **(a)** Representative image of HE staining for liver. Arrows point to areas of hepatocyte steatosis. Original magnification  $\times 400$ . Scale bar: 50  $\mu\text{m}$ . **(b)** Representative image of HE staining for kidney. Arrows indicate

degeneration and vacuolization of renal tubular epithelial cells. Original magnification  $\times 400$ . Scale bar: 50  $\mu\text{m}$ . **(c-e)** Lipid profile in *db/db* mice. All image part of the kidney was cortex. Data are expressed as means  $\pm$  SEM.  $n = 4$  in each group. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

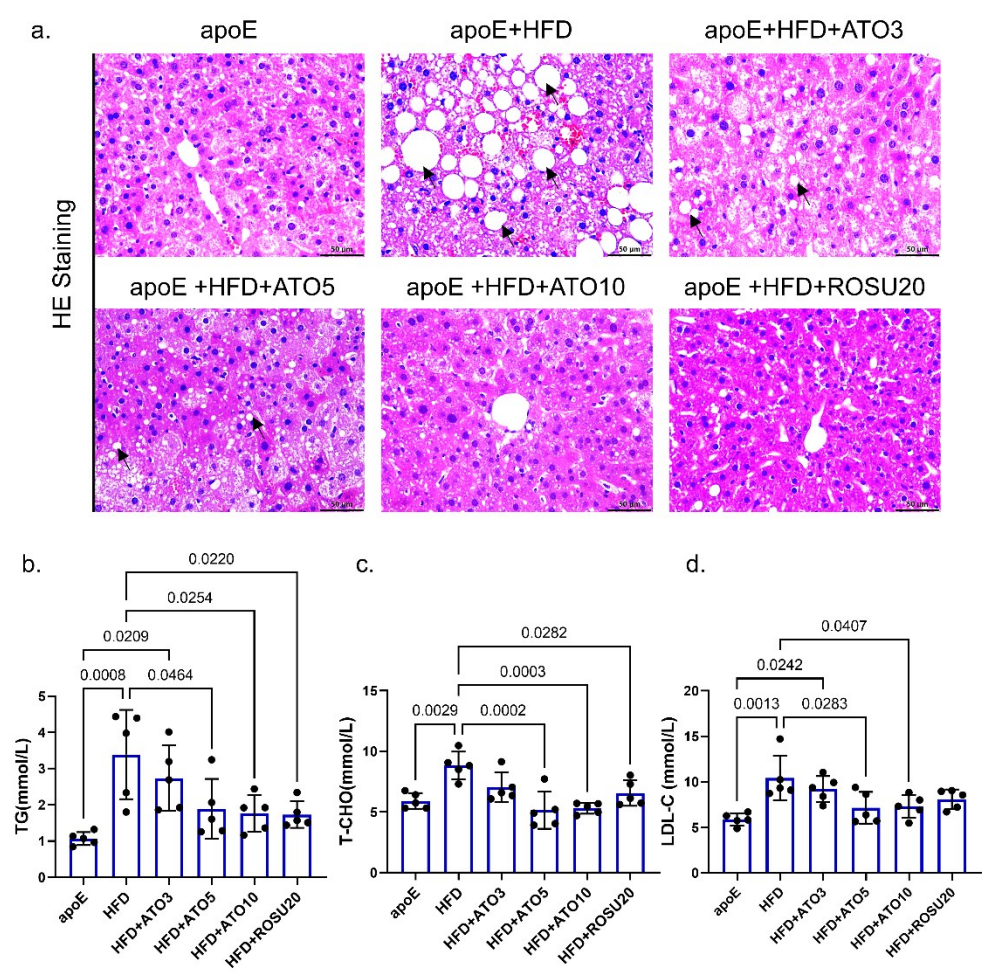

**Supplementary Figure 3. Pathological characteristics and lipid profile of long-term administration of statins in HFD *ApoE*<sup>-/-</sup> mice.** (a) Representative image of HE staining for liver. Arrows indicate hepatocyte steatosis. Original

magnification  $\times 400$ . Scale bar: 50  $\mu\text{m}$ . **(b-d)** Lipid profile in *db/db* mice. Data are expressed as means  $\pm$  SEM.  $n = 5$  in each group. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

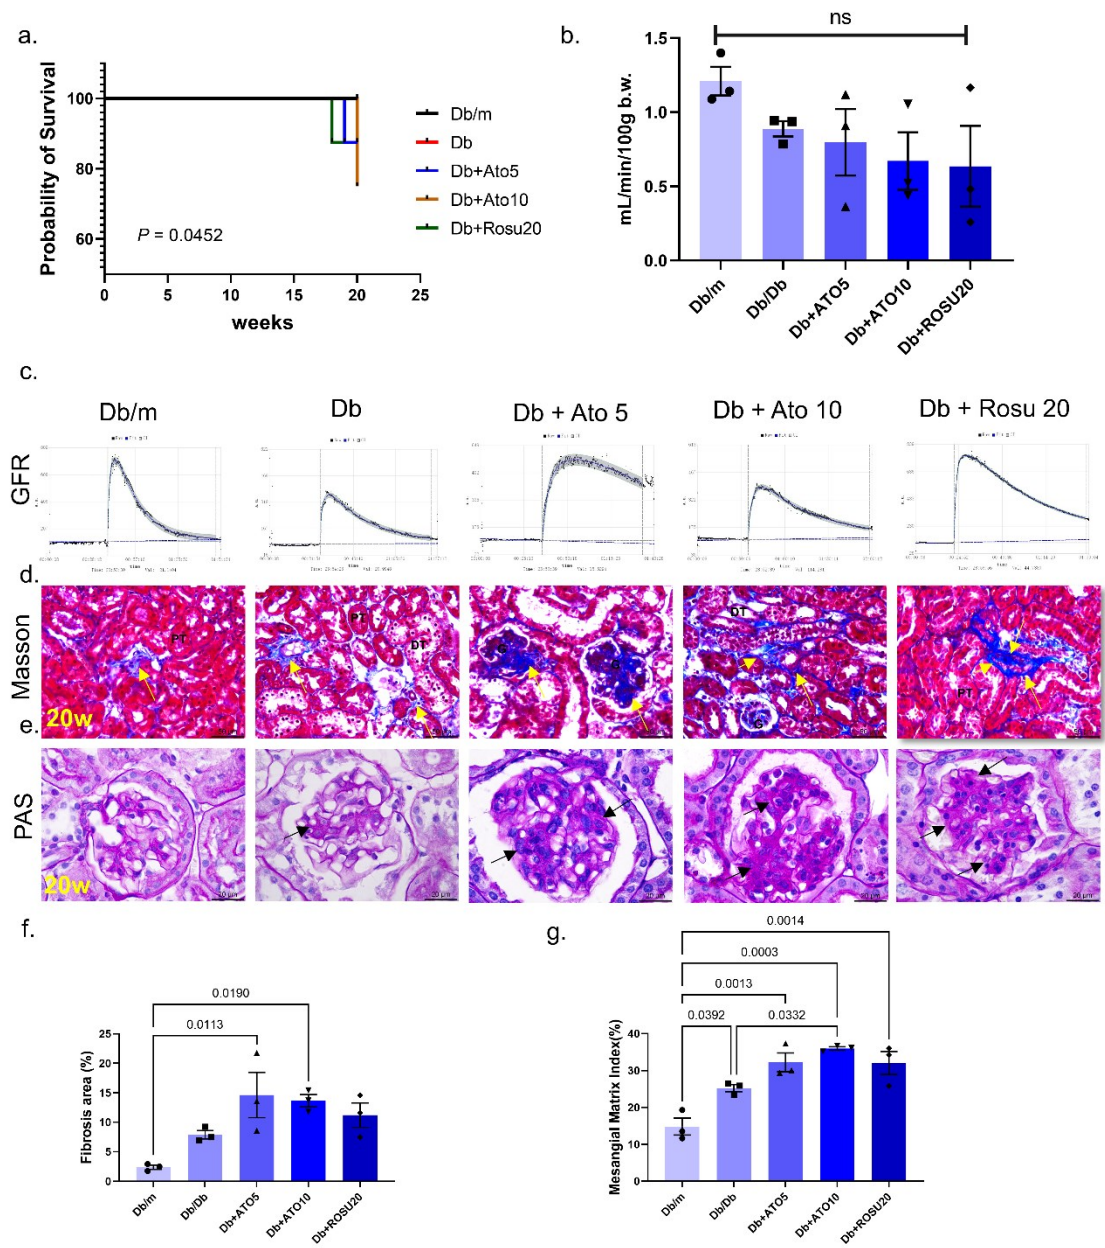

**Supplementary Figure 4. Short-term statins administration similarly worsens renal injury in *db/db* mice.** All mice were approximately 20 weeks

old. All mice were administered statins for 10 weeks. **(a)** Survival curve of *db/db* mice after short-term administration of statins.  $n = 8$  in each group. **(b-c)** GFR measurement and representative images.  $n = 3$  in each group. Data are expressed as means  $\pm$  SEM (panel b-c). **(d, e)** Representative Masson's trichrome staining and PAS staining. Masson's trichrome staining original magnification  $\times 400$ . Scale bar: 50  $\mu\text{m}$ . Yellow arrows indicate collagen deposition (blue). PAS staining original magnification  $\times 1000$ . Scale bar: 20  $\mu\text{m}$ . Black arrows indicate glomerular mesangial expansion. **(f, g)** Masson's trichrome staining and PAS staining quantification. All image part of the kidney was cortex. Data are expressed as means  $\pm$  SEM.  $n = 3$  in each group. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

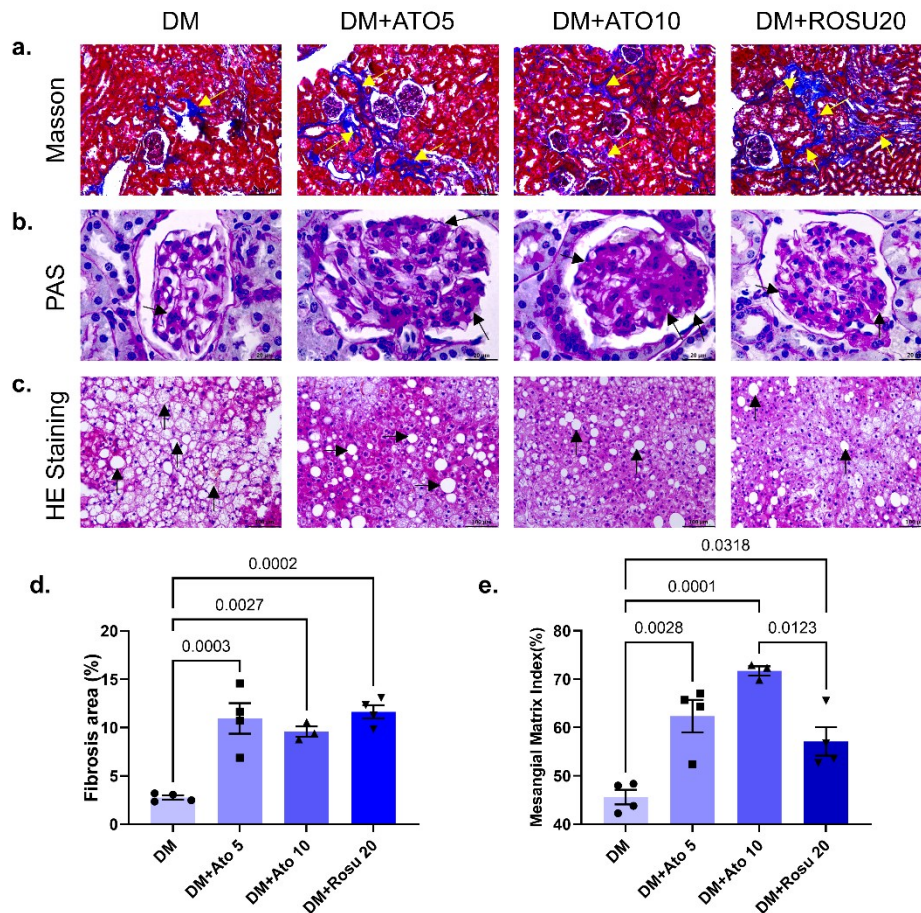

**Supplementary Figure 5. Long-term statins administration worsens renal injury but ameliorated lipid accumulation in the liver of KK-ay diabetic mice.** All mice were approximately 50 weeks old. **(a)** Representative sections of Masson's trichrome staining. Original magnification  $\times 200$ . Scale bar:  $100\ \mu\text{m}$ . **(b)** Representative sections of PAS staining for glomerulus. Arrows point to areas of glomerular mesangial expansion. Original magnification  $\times 1000$ . Scale bar:  $20\ \mu\text{m}$ . **(c)** Representative images of HE staining for liver. Arrows represent large lipid droplets are present in hepatocytes. Original magnification  $\times 200$ . Scale bar:  $100\ \mu\text{m}$ . **(d)** Quantification of tubulointerstitial fibrosis in the kidney cortex. **(e)** Quantification of the mesangial area glomerulus. Data are expressed as means  $\pm$  SEM.  $n = 4$  in each group. One-way ANOVA with Tukey post hoc

test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

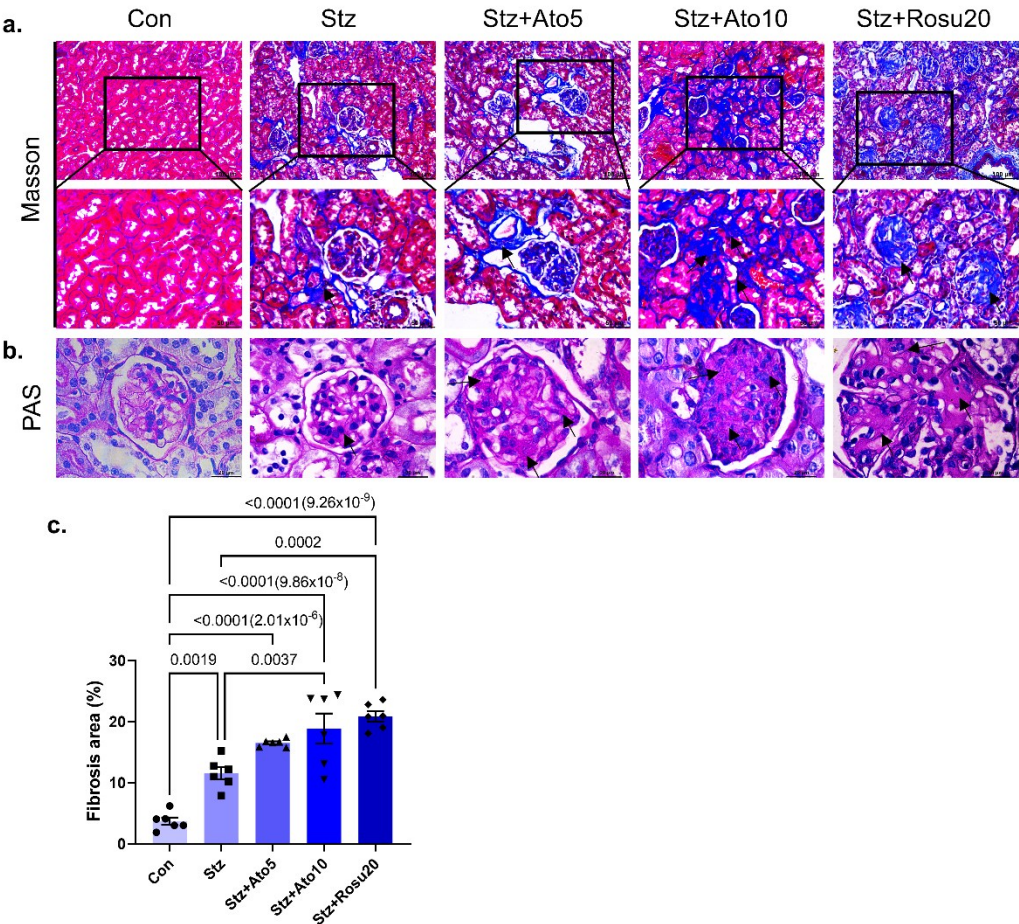

**Supplementary Figure 6. Long-term statins administration worsens renal injury in STZ-induced diabetic mice.** All mice were approximately 50 weeks old. **(a)** Representative sections of Masson's trichrome staining. In the picture, collagenous components are stained as blue color and cytoplasm is varying shades of red. Collagen deposits (blue) are evident within the fibrotic interstitial lesions between tubular cells, and even in the glomerulus, shown as arrows. Original magnification  $\times 200$  or  $\times 400$ . Scale bar: 100  $\mu\text{m}$  or 50  $\mu\text{m}$ . **(b)** Representative sections of PAS staining for glomerulus. Arrows point to areas

of glomerular mesangial expansion. Original magnification  $\times 1000$ . Scale bar: 20  $\mu\text{m}$ . **(c)** Quantification of tubulointerstitial fibrosis in the kidney cortex. All image part of the kidney was cortex. Data are expressed as means  $\pm$  SEM.  $n = 6$  in each group. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

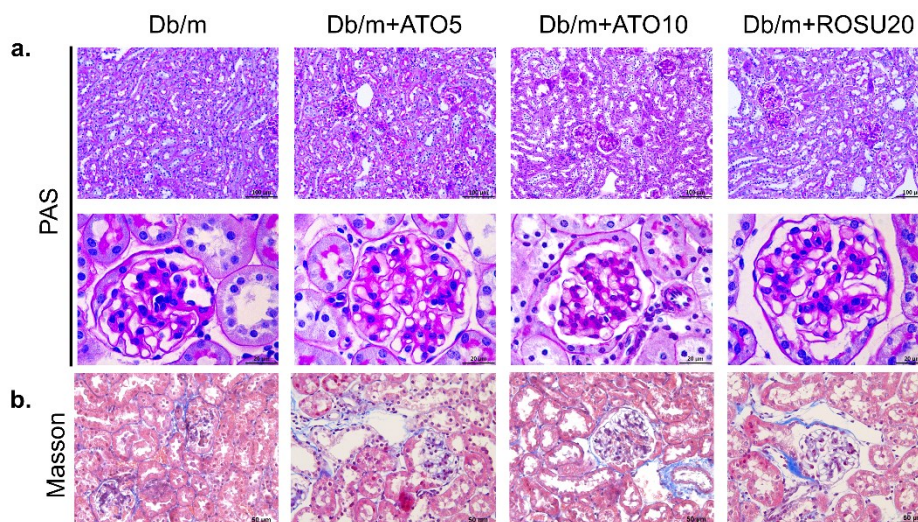

**Supplementary Figure 7. Pathological characteristics of long-term statins administration in the kidney of *db/m* mice.** All mice were approximately 50 weeks old. **(a)** Representative sections of PAS staining. PAS staining showed no significant pathological changes in *db/m* mice after long-term statins administration, such as glomerular hypertrophy, visible glomerular mesangial expansion. Original magnification  $\times 200$  and  $\times 1000$ . Scale bar: 100  $\mu\text{m}$  and 20  $\mu\text{m}$ . **(b)** Representative sections of Masson's trichrome staining. Masson's trichrome staining showed that long-term statins administration did not aggravate renal fibrosis in *db/m* mice. Original magnification  $\times 400$ . Scale bar:

50  $\mu$ m. All image part of the kidney was cortex.  $n = 6$  in each group. Source data are provided as a Source Data file.

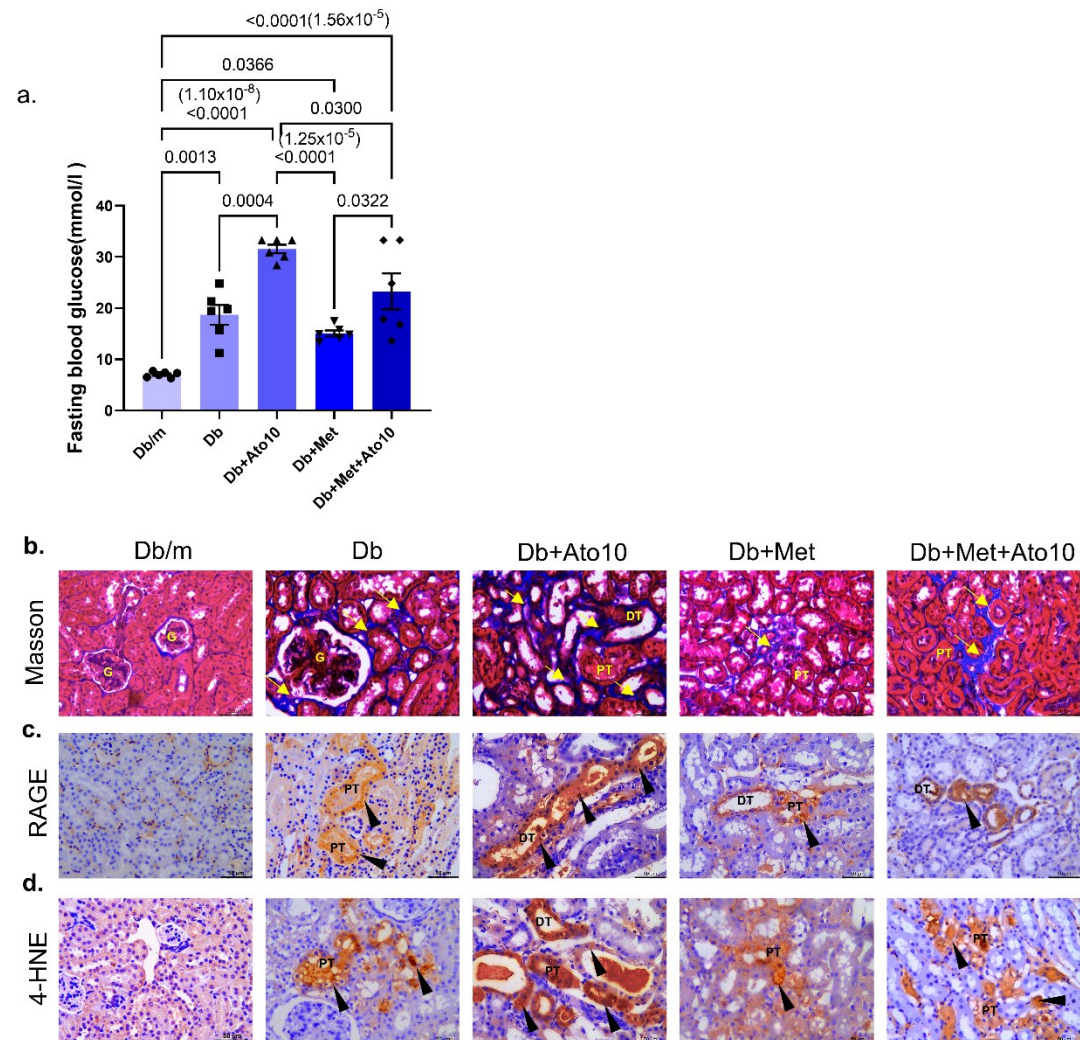

**Supplementary Figure 8. Long-term statins administration combined with metformin alleviated renal injury in *db/db* mice.** All mice were approximately 50 weeks old. **(a)** Measurements of fasting blood glucose.  $n = 6$  in each group. **(b)** Representative sections of Masson's trichrome staining. In the picture, collagenous components are stained as blue color and cytoplasm is varying shades of red. Collagen deposits (blue) are evident within the fibrotic interstitial

lesions between tubular cells, and even in the glomerulus, shown as arrows. Original magnification  $\times 400$ . Scale bar: 50  $\mu\text{m}$ . **(c)** Immunohistochemical images of the RAGE in kidney sections. RAGE is mainly expressed on the cell membrane and cytoplasmic, and the specific location is indicated by the arrows. Original magnification  $\times 400$ . Scale bar: 50  $\mu\text{m}$ . **(d)** Immunohistochemical images of the 4-HNE in kidney sections. 4-HNE is mainly expressed in the cytoplasmic, and the specific location is indicated by the arrows. Original magnification  $\times 400$ . Scale bar: 50  $\mu\text{m}$ . All image part of the kidney was cortex. Renal structures indicated as glomerulus (G), proximal tubule (PT), and distal tubule (DT). Data are expressed as means  $\pm$  SEM. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

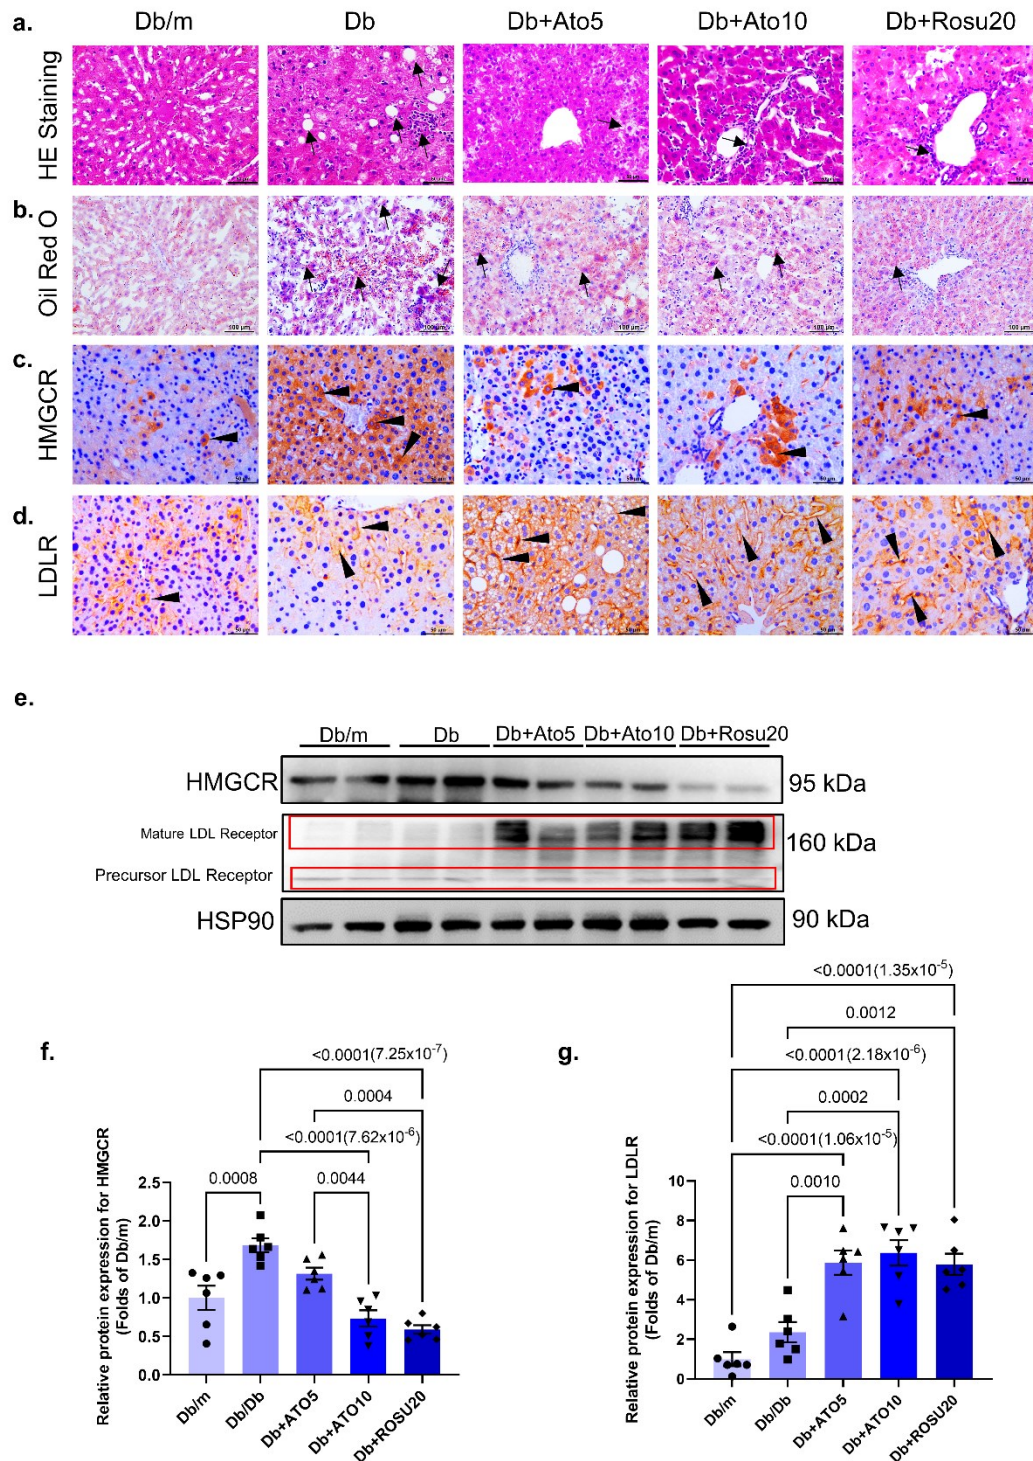

**Supplementary Figure 9. Long-term statins administration ameliorated lipid accumulation in the liver of *db/db* mice.** All mice were approximately 50 weeks old. **(a)** Representative image of HE staining. Arrows point to areas of hepatocyte steatosis and inflammatory cell infiltration. Original magnification

×400. Scale bar: 50 μm. **(b)** Representative images of Oil Red O staining. Lipid droplets appear as red spots, show as arrows. Original magnification ×200. Scale bar: 100 μm. **(c)** Immunohistochemistry of HMGCR staining. HMGCR is mainly expressed on the cytoplasmic of hepatocyte, and the specific location is indicated by the arrows. Original magnification ×400. Scale bar: 50 μm. **(d)** Immunohistochemistry of LDLR staining. LDLR mainly expressed on the cell membrane of hepatocyte, and the specific location is indicated by the arrows. Original magnification ×400. Scale bar: 50 μm. **(e)** the immunoblot analysis of HMGCR and LDLR. **(f-g)** Analysis of the grayscale image between them. Data are expressed as means ± SEM. *n* = 6 in each group. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

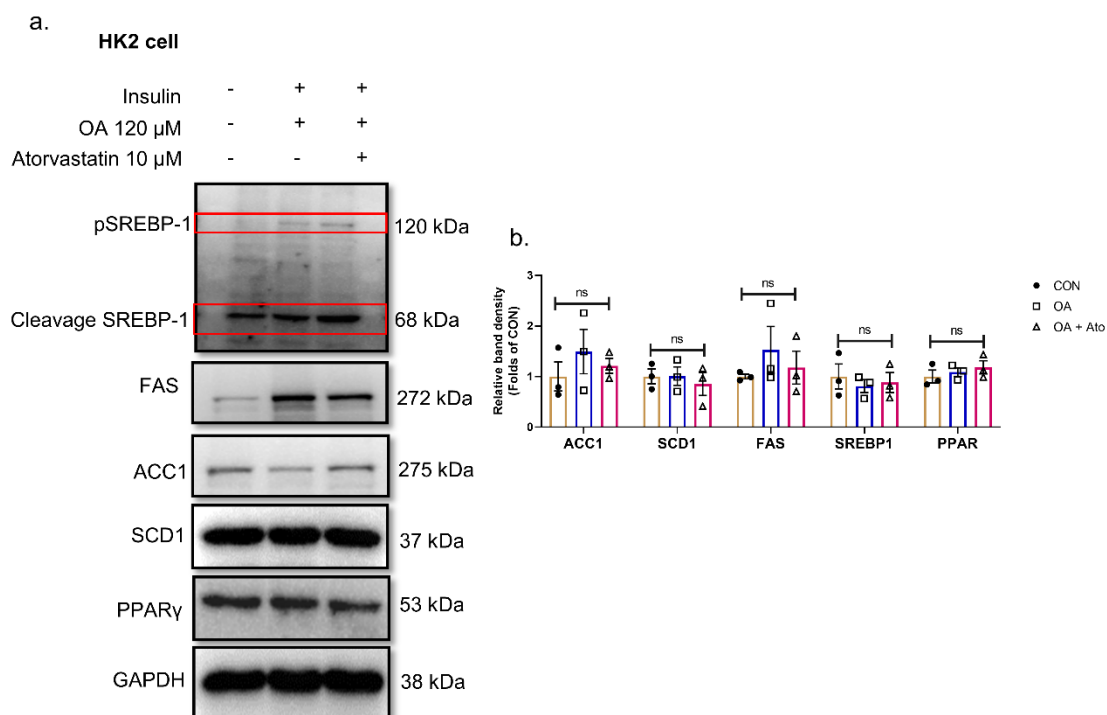

**Supplementary Figure 10. Statins cannot increase the SREBP-1 in HK-2**

**cells.** The HK-2 cell treated with OA 120  $\mu$ M and insulin 2.4  $\mu$ M, treated with or without statin 10 mM for 24 hours. **(a)** The immunoblot analysis of SREBP-1, FAS, SCD1, ACC1, PPAR $\gamma$  in HK-2 cells. **(b)** Analysis of the grayscale image between them. Representative blots from three biologically independent samples/group were combined from three independent experiments. Data are expressed as means  $\pm$  SEM. Data are expressed as means  $\pm$  SEM. One-way ANOVA with Tukey post hoc test was used for the analysis of statistical significance. Source data are provided as a Source Data file.

# Supplementary material for: Long-term statins administration exacerbates diabetic nephropathy via ectopic fat deposition in diabetic mice
**Source:** Nat Commun. 2023 Jan 24;14:390. doi: 10.1038/s41467-023-35944-z
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | GFR was performed in a NIC-Kidney device (MediBeacon, Germany). FFAs uptake was measured by a small animal living fluorescence imaging system (Xtrem, Bruker, Germany). Immunohistochemistry of tissues was examined and photographed with a microscope (DFC700T, Leica, Germany). Immunofluorescence images of tissues, cells images were obtained using a confocal microscopy (LSM 800, Zeiss). Transmission electron microscopy (TEM) was examined and photographed with a transmission electron microscope (Tecnai G2 Spirit Twin +GATAN 832.10W; FEI; Czech Republic). Electrophoretic techniques were performed in a PowerPac/Mini (BIO-RAD, California, USA), and exposure of immunoblotting was performed in a BIO-RAD imaging system (BIO-RAD, California, USA). The RNA library was sequenced on the BGISEQ-500 platform (BGI Genomics, Shenzhen, China). Optical density values were collected on a mutiskan go microplate reader (Thermo Fisher Scientific, Massachusetts, USA). |
| Data analysis   | Quantifications of immunoblotting, immunofluorescence staining, and immunohistochemistry staining were analyzed by Image J (version 1.45) (National Institutes of Health, Bethesda, MD, USA) and Image-Pro Plus version 6.0 software (Media Cybernetics, Inc., Rockville, MD, USA). Statistical analysis was performed with the SPSS Statistics v.22.0 (IBM Corp.), GraphPad Prism 9.2 (Inc., La Jolla, CA) and R-4.2.2. Virtual screening was performed using the Surflex-Dock of SYBYL-X 2.0 (Tripos). The Biorender.com was used for produce Fig 10. Adobe Photoshop CS6 software (California, USA) was used for image layout.                                                                                                                                                                                                                                                                                                                                                            |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data contained the raw data underlying the following types of display items: any reported means/averages in bar charts, and tables, and uncropped versions of any gels or blots, labelled with the relevant panel and identifying information. The affymetrix raw files generated in this study have been deposited in the GEO database under accession code GSE196701[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196701>]. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

α-SMA ( Cell signaling technology, 19245S, 1:200 for IHC), COL1A1 (Cell signaling technology, 72026S, 1:200 for IHC), NF-κB (Cell signaling technology, 8242S, 1:150 for IF), CD68 (Cell signaling technology, 97778S, 1:100 for IHC), 4-HNE (Abcam, ab46545, 1:100 for IHC), IL-1β (Cell signaling technology, 12242S, 1:1000 for WB, 1:100 for IHC), NGAL (Abcam, ab125075, 1:1000 for WB, 1:100 for IHC), SREBP-1 (Novus Biologicals, NB100-2215, 1:1000 for WB, 1:200 for IHC), Akt (pan) (C67E7) (Cell signaling technology, 4691S, 1:1000 for WB)?Phospho-Akt (Ser473) (Cell signaling technology, 4060S, 1:1000 for WB), Phospho-Akt (Thr308) (244F9) (Cell signaling technology, 4056S, 1:1000 for WB), FAS (Cell signaling technology, 3180S, 1:1000 for WB, 1:100 for IHC), SCD1 (Cell signaling technology, 2794S, 1:1000 for WB, 1:100 for IHC), ACC1 (Proteintech, 21923-1-AP, 1:1000 for WB), Phospho-p70 S6 Kinase (Thr389) (Cell signaling technology, 9205S, 1:1000 for WB), p70(S6K) Polyclonal antibody (Proteintech, 14485-1-AP, 1:1000 for WB), PI3 Kinase p85 (19H8) (Cell signaling technology, 4257S, 1:1000 for WB), Phospho-PI3 Kinase p85 (Tyr458)/p55 (Tyr199) (Cell signaling technology, 4228S, 1:1000 for WB), ATGL (30A4) (Cell signaling technology, 2439S, 1:1000 for WB), CD36(Sigma Aldrich, HPA002018, 1:1000 for WB, 1:100 for IHC), anti-HMGCR(Abcam, ab242315, 1:1000 for WB, 1:100 for IHC), CPT1A(Cell signaling technology, 12252S, 1:1000 for WB), RAGE(Proteintech, 16346-1-AP, 1:100 for IHC), LDLR (Proteintech, 10785-1-AP, 1:1000 for WB, 1:100 for IHC), Anti-Wilms Tumor (Abcam, ab89901, 1:100 for IF), Anti-Nephrin (R&D systems, AF3159, 1:100 for IF), PPARγ (81B8) (Cell signaling technology, 2443S, 1:1000 for WB), BODIPY™ 493/503 (Thermo fisher scientific, D3922, 1:1000 for IF); GAPDH(Proteintech, 60004-1-Ig, 1:1000 for WB); HSP90 (Proteintech, 13171-1-AP, 1:1000 for WB); HRP-conjugated Affinipure Goat Anti-Rabbit IgG(H+L) (Proteintech, SA00001-2, 1:2000 for WB); HRP-conjugated Affinipure Goat Anti-Mouse IgG(H+L) (Proteintech, SA00001-1, 1:2000 for WB); Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594 (Invitrogen, A-21203, 1:2000 for IF); Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594 (Invitrogen, A-21207, 1:2000 for IF); Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (Invitrogen, A-21206, 1:2000 for IF).

## Validation

Antibody validation information can be found on manufacturers' website:  
 α-Smooth Muscle Actin (D4K9N) XP® Rabbit mAb #19245: <https://www.cellsignal.cn/products/primary-antibodies/a-smooth-muscle-actin-d4k9n-xp-rabbit-mab/19245>;  
 COL1A1 (E8F4L) XP® Rabbit mAb #72026: <https://www.cellsignal.cn/products/primary-antibodies/col1a1-e8f4l-xp-rabbit-mab/72026>;  
 NF-κB p65 (D14E12) XP® Rabbit mAb #8242: <https://www.cellsignal.cn/products/primary-antibodies/nf-kb-p65-d14e12-xp-rabbit-mab/8242>;  
 CD68 (E3O7V) Rabbit mAb #97778: <https://www.cellsignal.cn/products/primary-antibodies/cd68-e3o7v-rabbit-mab/97778>;  
 Anti-4 Hydroxynonenal Rabbit mAb: <https://www.abcam.cn/4-hydroxynonenal-antibody-ab46545.html>;  
 IL-1β (3A6) Mouse mAb #12242: <https://www.cellsignal.cn/products/primary-antibodies/il-1b-3a6-mouse-mab/12242>;  
 Anti-Lipocalin-2 / NGAL Rabbit mAb: <https://www.abcam.cn/lipocalin-2-ngal-antibody-epr5084-ab125075.html>;  
 SREBP1 Rabbit Antibody: [https://www.novusbio.com/products/srebp1-antibody\\_nb100-2215](https://www.novusbio.com/products/srebp1-antibody_nb100-2215);  
 Akt (pan) (C67E7) Rabbit mAb #4691: <https://www.cellsignal.cn/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691>;  
 Phospho-Akt (Ser473) (D9E) XP® Rabbit mAb #4060: <https://www.cellsignal.cn/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060>;  
 Phospho-Akt (Thr308) (244F9) Rabbit mAb #4056: <https://www.cellsignal.cn/products/primary-antibodies/phospho-akt-thr308-244f9-rabbit-mab/4056>;  
 Fatty Acid Synthase (C20G5) Rabbit mAb #3180: <https://www.cellsignal.cn/products/primary-antibodies/fatty-acid-synthase-c20g5-rabbit-mab/3180>;  
 SCD1 (C12H5) Rabbit mAb #2794: <https://www.cellsignal.cn/products/primary-antibodies/scd1-c12h5-rabbit-mab/2794>;  
 ACC1 Polyclonal Rabbit antibody: <https://www.ptgcn.com/products/ACACA-Antibody-21923-1-AP.htm>;  
 Phospho-p70 S6 Kinase (Thr389) Antibody #9205: <https://www.cellsignal.cn/products/primary-antibodies/phospho-p70-s6-kinase-thr389-antibody/9205>;  
 p70(S6K) Polyclonal Rabbit antibody: [https://www.ptgcn.com/products/p70\(S6K\)-Antibody-14485-1-AP.htm](https://www.ptgcn.com/products/p70(S6K)-Antibody-14485-1-AP.htm);  
 PI3 Kinase p85 (19H8) Rabbit mAb #4257: <https://www.cellsignal.cn/products/primary-antibodies/pi3-kinase-p85-19h8-rabbit-mab/4257>;  
 Phospho-PI3 Kinase p85 (Tyr458)/p55 (Tyr199) Antibody #4228: <https://www.cellsignal.cn/products/primary-antibodies/phospho-pi3-kinase-p85-tyr458-p55-tyr199-antibody/4228>;  
 ATGL (30A4) Rabbit mAb #2439: <https://www.cellsignal.cn/products/primary-antibodies/atgl-30a4-rabbit-mab/2439>;  
 Anti-CD36 antibody produced in rabbit: <https://www.sigmaaldrich.cn/CN/zh/product/sigma/hpa002018>;  
 Anti-HMGCR antibody [CL0260] (ab242315): <https://www.abcam.cn/hmgcr-antibody-cl0260-ab242315.html>;  
 CPT1A (D3B3) Rabbit mAb #12252: <https://www.cellsignal.cn/products/primary-antibodies/cpt1a-d3b3-rabbit-mab/12252>;  
 AGER(RAGE) Polyclonal Rabbit antibody: <https://www.ptgcn.com/products/AGER-Antibody-16346-1-AP.htm>;  
 LDLR Polyclonal Rabbit antibody: <https://www.ptgcn.com/products/LDLR-Antibody-10785-1-AP.htm>;  
 Anti-Wilms Tumor Rabbit antibody [CAN-R9(IHC)-56-2] (ab89901): <https://www.abcam.cn/wilms-tumor-protein-antibody-can-r9ihc-56-2-ab89901.html>;  
 Mouse Nephrin Antibody: [https://www.rndsystems.com/cn/products/mouse-nephrin-antibody\\_af3159](https://www.rndsystems.com/cn/products/mouse-nephrin-antibody_af3159);  
 PPARγ (81B8) Rabbit mAb #2443: <https://www.cellsignal.cn/products/primary-antibodies/pparg-81b8-rabbit-mab/2443>;  
 BODIPY™ 493/503: <https://www.thermofisher.cn/order/catalog/product/D3922?SID=srch-srp-D3922>

GAPDH Monoclonal antibody: <https://www.ptgcn.com/products/GAPDH-Antibody-60004-1-Ig.htm>;  
 HSP90 Polyclonal antibody: <https://www.ptgcn.com/products/HSP90-Antibody-13171-1-AP.htm>;  
 HRP-conjugated Affinipure Goat Anti-Rabbit IgG(H+L): <https://www.ptgcn.com/products/HRP-conjugated-Affinipure-Goat-Anti-Rabbit-IgG-H-L-secondary-antibody.htm>;  
 HRP-conjugated Affinipure Goat Anti-Mouse IgG(H+L): <https://www.ptgcn.com/products/HRP-conjugated-Affinipure-Goat-Anti-Mouse-IgG-H-L-secondary-antibody.htm>;  
 Donkey anti-Mouse IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594: <https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21203>;  
 Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594: <https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21207>;  
 Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488: <https://www.thermofisher.cn/cn/zh/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21206>.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                           |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Human proximal tubular cells (HK2 cells) (presented by Prof. Weidong Wang, Zhongshan School of Medicine, Sun Yat-sen University) were obtained from ATCC. |
| Authentication                                                       | HK2 cells line was authenticated using Short Tandem Repeat (STR) analysis.                                                                                |
| Mycoplasma contamination                                             | The cell-lines used were routinely tested negative for mycoplasma.                                                                                        |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Not used.                                                                                                                                                 |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Db/m (C57BLKS/J background), db/db mice(C57BLKS/J background) and srebp1-deficient mice(C57BL/6JGpt background)(Strain NO. T037279) were purchased from GemPharmatech Co., Ltd (Jiangsu, China) , KK-Ay mice were obtained from Beijing HFK Bioscience Co. Ltd. (Beijing, China). ApoE <sup>-/-</sup> mice (C57BL/6JGpt background) and LDLR <sup>-/-</sup> mice (C57BL/6JGpt background) were obtained from Jackson Laboratory.C57BL/6J mice were purchased from Laboratory Animal Center of Sun Yat-sen University. All enrolled mice were male and aged 8-10 weeks. Mice maintained at the Center for Disease Model Animals of Sun Yat-sen University. Mice were housed on a 12 h light-dark cycle at 22–25 °C with 40–70% humidity and allowed free access to food and water except as noted. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Reporting on sex        | In general, the reason for using male mice in animal experiments is to avoid interference with the female estrous cycle, but for our study, estrogen in female mice has an impact on studying diabetes. Therefore, only male mice were used in our animal studies.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | The study did not involve field-collected animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Ethics oversight        | All animal experiments were performed according to the regulations approved by the Animal Care and Ethics Committee of Sun Yat-sen University (NO.2021000957).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

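RNA of kidneys from 3 Db and 3 Db + Ato10 mice was measured, 1 library per mouse. Groups and replicate numbers were taken from the sample labels, and doses and times from the paper. The authors deposited expected counts per gene and per transcript, which are estimated reads and not normalized; 91.3% of the gene values were whole. The authors also deposited FPKM per gene (scaled to transcript length and library size) and TPM per gene (scaled to length and then to the same total in each library). The aligner, the counter, their versions and the genome build are not stated in the paper's text. Library totals ran from 11381678 to 14667909 counts. With 3 libraries per group an exact permutation test cannot give a p-value under 0.1, which limits single-gene statements. No 2 libraries held the same counts (0 pairs), so each library was counted as 1 replicate.

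From the expected counts, rounded to whole numbers, differential expression was computed with edgeR 4.0.16 in R 4.3.3: TMM normalization, dispersion estimation and the quasi-likelihood F test with the installed defaults. A DEG had a fold change over 1.5 and a Benjamini-Hochberg adjusted p-value under 0.05, both of the paper's criteria. The paper's text names no test for them. Genes with at least 10 counts in at least 3 libraries were tested. CPM values are scaled by TMM, and log2 CPM used a prior count of 2. Set tests used limma 3.58.1 (camera with a correlation of 0.01, fry, and camera with the estimated correlation) on lists with at least 3 tested genes. The Reactome collection came from fgsea 1.28.0. Enrichment used a two-sided Fisher's exact test over 16 categories, with tested and annotated genes as background. List symbols were matched to NCBI Gene numbers through a RefSeq table of assembly GRCm38.p6, used for names only; 316 of 332 list entries had a gene in the table. The symbol Plin2 belongs to more than 1 gene number in the table, and the number of the RefSeq entry was used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

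Alternatives were DESeq2 1.42.0 with its size factors and independent filtering, limma-voom, upper-quartile normalization, no filter beyond 1 count, at least 10 counts in every library, the replicate number as a block, limma on log2(FPKM + 1) or log2(TPM + 1), other thresholds, and each library left out in turn. These, the gene lists of the set tests, the test and the rule for named genes were set before the data were examined. The rule named every gene of a list of genes the paper discusses, the DEGs with the largest rise and fall whose groups did not overlap, and the lipid DEGs with the smallest p-values. With 0 DEGs only its first part applied. Some genes of that list were counted but are not reported here. DESeq2 with each library left out, the robust prior and the bias-adjusted deviances of edgeR were added after the data had been seen. The bias-adjusted deviances had been fitted first and were replaced by the installed default, which the chosen test specified. Both gave 0 DEGs (2369 and 2314 genes at an unadjusted p-value under 0.05). Their smallest adjusted p-values from the quasi-likelihood test were 0.0665 and 0.239, so the first fit came closer to the threshold. Further marker lists, single genes and tests of explanations were chosen over several rounds of looking at the data, and 2 of these tests were redefined after their values had been seen.

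The fit was tested on simulated data. Counts were drawn for 3 against 3 libraries with a known set of changed genes. Genes were drawn independently, and all had the same dispersion in both groups. The real Db + Ato10 libraries differed more from each other than the Db libraries did. The simulation therefore cannot rank the tests for the real data. At the dispersion of the Db libraries, edgeR called 83.9% of 199 changed genes among 13601, with 6 false of 173 calls, and DESeq2 made 18 false of 189 calls. At the dispersion found within both groups, edgeR called 48.5% of 198 changed genes among 13593, with 3 false of 99 calls, and DESeq2 made 18 false of 124 calls.

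Protein, histology and other animal models were not analysed here, and no genome coordinates are given because the build is not stated.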

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

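The gene lists of the nephron segments were written before the data were examined. Every test of an explanation was chosen after the lower levels had been seen, and the tests on the distal convoluted tubule and podocyte lists used values already seen.

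Markers of 3 nephron segments that the paper does not discuss at the RNA level were lower in the Db + Ato10 group, with each Db + Ato10 library below every Db library. The proximal tubule list was also lower (median -0.77, 16 of 16 genes), with medians of -2.84, -0.82 and 0.0056 in Db + Ato10 replicates 1 to 3. Lower markers were thus not limited to distal segments in replicates 1 and 2. The median log2 fold change was -1.0 for the thick ascending limb (8 of 8 genes lower, camera adjusted p = 0.000150), -1.12 for the distal convoluted tubule (6 of 6 genes, adjusted p = 0.000104) and -0.62 for the collecting duct (10 of 10 genes, adjusted p = 0.000104). Under fry, which does not preset the correlation between genes, the unadjusted p-values were 0.00919, 0.0206 and 0.0103 and the adjusted ones 0.153, 0.180 and 0.153, so none of the 3 lists passed 0.05 after adjustment. With the estimated correlation the unadjusted camera p-values were 0.0765, 0.104 and 0.0480. Over the fits that each left out a library, the medians ranged from -1.11 to -0.79, from -1.29 to -0.88 and from -0.72 to -0.54, and each list passed the threshold in 14 of the 15 alternatives set beforehand for these lists, but not with fry. With the estimated correlation the adjusted p-value was 0.707 for each of the 3 lists, so none passed there either. Among abundant members, Slc12a1 had 2270 ± 213 CPM (SD, n = 3) in the Db group and 817 ± 204 CPM in the Db + Ato10 group. Umod had 3717 ± 537 and 2694 ± 1305 CPM, and its groups overlapped. No single gene of these lists was a DEG with edgeR. DESeq2 called Slc12a1, Egf, Cldn10, Kcnj1 and Ptger3 of the thick ascending limb. It also called Slc12a3, Slc8a1 and Wnk1 of the distal convoluted tubule, and Scnn1g and Slc4a1 of the collecting duct. Their DESeq2 adjusted p-values ran from 5.55e-06 (Slc12a1) to 0.0306 (Slc12a3), and the other genes of the 3 lists were not called. On simulated counts DESeq2 made more false calls than edgeR. Those counts had the same dispersion for all genes and both groups, so they do not show which calls are false here.

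A smaller share of medulla in the sampled tissue would not lower the markers of the distal convoluted tubule, a cortical segment, and their median was -1.12. This argues against less medulla as the whole cause. It does not exclude that less medulla added to the fall of the thick ascending limb and collecting duct lists. The inner medulla list was below every Db library in 1 Db + Ato10 library, and its Db medians spread from -0.58 to 0.65, so less inner medulla remains open. Dilution by other cells would lower podocyte markers as far as distal ones. The podocyte median exceeded that of the distal convoluted tubule by 0.82 to 1.41 in the Db + Ato10 libraries and by at most 0.23 in the Db libraries, which argues against dilution as the whole cause. The podocyte median itself changed sign without Db + Ato10 replicate 1 (-0.43). With trends on GC content and length removed, the medians of the thick ascending limb were -0.95, -1.51 and -0.82 in Db + Ato10 replicates 1 to 3. A loss of distal cells and a lower expression per cell, each as an effect of atorvastatin or of the renal injury, were not tested and remain open, as do differences between mice that 3 per group cannot average out.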

How the results depend on the processing

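The number of DEGs was 0 with edgeR, and it was 0 in 15 of the 17 alternatives set beforehand. With edgeR 2314 genes had an unadjusted p-value under 0.05 (between 1043 and 2782 where the fit differed and gave 0). A fold change over 2, no fold change threshold and an adjusted p-value under 0.01 were among the 15 and reused the same edgeR fit. Its smallest adjusted p-value was 0.239 (quasi-likelihood test), so these could only give 0. DESeq2 called 884 DEGs, 18 lipid DEGs, 4 of the named genes and 889 transcripts. In tests on simulated counts DESeq2 made more false calls than edgeR, 18 of 124 against 3 of 99 at the dispersion found within both groups. The simulation used the same dispersion for all genes and both groups, unlike the real libraries, so it does not decide between the tests. Over the fits that each left out a library, with edgeR and, added after the data were seen, with DESeq2, DEGs ranged from 0 to 2614 and lipid DEGs from 0 to 93. With edgeR only the fit without Db + Ato10 replicate 3 called any, 1106 DEGs and 33 lipid DEGs. DESeq2 called 195, 618 and 221 DEGs without Db replicates 1 to 3, and 313, 372 and 2614 without Db + Ato10 replicates 1 to 3. The lipid DEGs in these fits were 1, 13, 1, 9, 11 and 93. Of the DEGs, 180, 528, 206, 265, 343 and 814 were among its 884. The robust prior and the bias-adjusted deviances were also added after the data were seen. They gave 0 DEGs (2280 and 2369 genes at an unadjusted p-value under 0.05). Their smallest adjusted p-values from edgeR's quasi-likelihood test were 0.251 and 0.0665. Transcripts and named genes with a library left out were counted with edgeR only. Called transcripts were 0 in each of these edgeR fits (1318 to 4291 at an unadjusted p-value under 0.05). Named genes ranged from 0 to 4. The share of DEGs that were higher had no value with edgeR, since 0 were called.

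The libraries share only a replicate number. Correlations between the deviations of libraries with the same number were -0.15, 0.061 and 0.21, within the range of the other pairs (-0.37 to 0.31), so the fit without a block was kept. In the alternative with the number as a block, DEGs were 0, the smallest adjusted p-value was 0.112 and 1856 genes had an unadjusted p-value under 0.05. A pseudocount of 0.1 and the absence of a filter on FPKM or TPM, planned for a table without counts, were not run.

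The median log2 fold change of the lipid set kept its direction in all 16 alternatives. Fry and camera with the estimated correlation were among them and leave the median unchanged, so they could not test its direction. The set passed camera's threshold in 3 of the 16 alternatives. These were no filter beyond 1 count (-0.085), without Db replicate 2 (-0.072) and without Db + Ato10 replicate 3 (-0.14). It ranged from -0.14 to -0.033 over the fits that left out a library. Of 35 gene lists, 14 passed with camera, 0 with fry (4 at an unadjusted p-value under 0.05), 0 with camera and the estimated correlation (1 at an unadjusted p-value under 0.05), and from 10 to 16 with a library left out. Of the other list results that kept their direction, 5 became stronger and 16 weaker under the other settings, and 6 became stronger and 13 weaker with a library left out.

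Some small medians and log2 fold changes reversed. With limma-voom these were podocyte (-0.034), adrenal cortex (-0.0049), Srebf1 (0.042) and Wt1 (-0.052). With the block they were podocyte (-0.045), Srebf1 (0.056) and Wt1 (-0.072). With FPKM they were adipocyte (-0.014), sphingolipid metabolism (0.00034), lipid digestion, mobilization and transport (0.035), Srebf1 (0.054), Wt1 (-0.017) and Pparg (0.0086). With TPM they were podocyte (-0.10), adipocyte (-0.12), adrenal cortex (-0.044), phospholipid metabolism (-0.065), Wt1 (-0.12) and Srebf2 (-0.024). With at least 10 counts in every library they were adipocyte (-0.030), arachidonic acid metabolism (0.041) and sphingolipid metabolism (0.0091), with upper-quartile normalization arachidonic acid metabolism (0.0017), and with no filter beyond 1 count lipid digestion, mobilization and transport (0.025). The cause was not tested.

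Over the fits that left out a library, the medians that reversed ranged from -0.24 to 0.29 for adipocyte, -0.087 to 0.27 for adrenal cortex, -0.25 to 0.17 for SREBP-2 targets, -0.47 to 0.042 for endothelium, -0.012 to 0.22 for lipolysis and lipid droplets, -0.49 to 0.18 for liver, -0.43 to 0.28 for podocyte and -0.70 to 0.89 for urothelium. Of the Reactome sets they ranged from -0.15 to 0.12 for arachidonic acid metabolism, -0.20 to 0.11 for cholesterol biosynthesis, -0.15 to 0.16 for lipid digestion, mobilization and transport, -0.0093 to 0.042 for phospholipid metabolism and -0.096 to 0.0081 for PPARalpha. Log2 fold changes ranged from -0.40 to 0.022 for Cpt1a, -0.066 to 0.37 for Pnpla2, -0.23 to 0.094 for Pparg, -0.27 to 0.49 for Srebf1, -0.028 to 0.19 for Srebf2 and -0.58 to 0.35 for Wt1. These fits hold fewer libraries, and no other cause was tested.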

Differences from the paper's values

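The paper's Fig. 5a shows about 37 DEGs in the KEGG class of lipid metabolism, read by eye. With edgeR, 0 genes of the Reactome set of lipid metabolism were DEGs, while 58 had an unadjusted p-value under 0.05. KEGG and Reactome do not hold the same genes. Among the alternatives set before the data were examined, leaving out Db + Ato10 replicate 3 gave 33 lipid genes, which is within 1.5 times the paper's value. DESeq2 gave 18 and the other alternatives gave 0, and these did not close the gap. DESeq2 with a library left out, chosen after the data were seen, gave between 1 and 93 lipid genes and did not close it either.

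The paper states that DEGs were found between the groups. Here 0 genes passed both criteria with edgeR, with 2314 genes at an unadjusted p-value under 0.05, and DEGs were called with DESeq2 (884) and with edgeR without Db + Ato10 replicate 3 (1106). The paper also states an enrichment of lipid metabolism. Here lipid genes were fewer among the DEGs of DESeq2 than among other annotated genes (odds ratio 0.500), and the odds ratio was 0.712 with edgeR without Db + Ato10 replicate 3. With DESeq2 and a library left out, chosen after the data were seen, the odds ratio lay between 0.102 and 0.901, and the lower share of lipid genes passed 0.05 only without a Db library.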

Other observations

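The tests of other splits of the libraries, of library size, of GC content and length, of skin, of the second list of X genes and of the sex-biased genes were written before their values were seen; the other tests were chosen after them, and those on the share of the top genes and on the reads of Y-linked genes were redefined once their values were seen.

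The 6 libraries can be split into 3 against 3 in 10 ways, so no share under 0.1 can be reached. The real split gave the most genes at an unadjusted p-value under 0.05 (1 of 10 splits gave as many) and the most such transcripts (1 of 10). A split that put Db + Ato10 replicate 3 with Db replicates 1 and 3 gave 2058 genes against 2314. As many gene lists passed camera in 3 of 10 splits, and the median of the lipid set was as far from 0 in 4 of 10.

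Lists of tubular injury, macrophage and inflammation, and fibrosis had median log2 fold changes of 2.82, 3.17 and 2.70 (adjusted p = 1.41e-09, 7.61e-08 and 2.16e-08 from limma's camera test), with 3 of 3 Db + Ato10 libraries above every Db library and 0.0131, 0.0715 and 0.0646 as unadjusted p-values under fry. The fibrosis median was 1.16 without Db + Ato10 replicate 1. The T cell list had a median of 1.77, and 3.53 without Db replicate 2. The B cell and plasma cell list had a median of 2.11 and lost its call without Db replicate 2 (2.21), Db replicate 3 (1.91), Db + Ato10 replicate 1 (1.04) or Db + Ato10 replicate 2 (2.51). Among 21 genes that the paper discusses, 0 were DEGs over all genes and 5 passed when adjusted over the list alone. These were Il1b, Lcn2, Cd68, Col1a1 and Havcr1, with log2 fold changes of 7.34, 6.89, 4.32, 4.63 and 4.94. Without Db + Ato10 replicate 1 the log2 fold changes of Il1b and Cd68 were 3.34 and 2.71. Each of the 5 was higher in 3 of 3 Db + Ato10 libraries than in every Db library (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). DESeq2 called Lcn2, Cd68, Col1a1 and Havcr1, and edgeR without Db + Ato10 replicate 3 called Lcn2, Il1b, Cd68 and Col1a1. The log2 fold changes of Acta2, Ager, Nphs1 and Wt1 were 1.18, 0.89, -0.49 and 0.063. Without Db + Ato10 replicate 1 they were 0.37, 0.40, -0.99 and -0.58. That of Ager was 1.36 without Db replicate 2, and that of Nphs1 was -0.25 without Db replicate 1 and -0.011 without Db + Ato10 replicate 2. That of Wt1 ranged from -0.58 to 0.35 over the fits that left out a library. A neutrophil list written after the data were seen had 7 tested genes and a median of 8.76, or 7.70 with genes at the detection limit set to their bound, and its medians in Db + Ato10 replicates 1 to 3 were 9.07, 4.41 and 1.53. S100a8, chosen after its values were seen, had 19, 22 and 6 counts in Db replicates 1 to 3 and 49738, 406 and 27 in Db + Ato10 replicates 1 to 3. Blood left in the kidney would raise erythroid genes together with the inflammation list, and the erythroid median was -1.39 (-0.41 without Db replicate 3 and -2.15 without Db + Ato10 replicate 1). It was -2.54 and -1.31 in Db + Ato10 replicates 2 and 3, below every Db library. In Db + Ato10 replicate 1, with the highest inflammation median (4.29), it was -0.23, within the Db range of -0.68 to 1.28. Erythroid genes do not count white cells, so blood remains open, above all for that library. Infiltration of the kidney by immune cells as an effect of the treatment may explain these lists, and so may an illness of single mice; neither was tested.

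Db + Ato10 replicates 1 and 2 lay apart from the Db libraries. Their highest rank correlation with a Db library was 0.946 with all libraries thinned to the smallest total, while Db pairs stayed at 0.979 or above. With a trend on GC content and transcript length removed it was also 0.946, for the 13530 genes with both values, while Db pairs stayed at 0.980 or above. The largest difference in the share of the 10 top genes could shift the other genes by -0.056 on the log2 scale. A shift of all other genes alike leaves a rank correlation as it is, so this value does not decide whether a few abundant genes set these libraries apart. The other 2 tests argue against depth and against GC content and length as the whole cause. No batch is given in the labels, so batches were not tested.

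Genes of squamous epithelium, chosen after their values were seen, were higher in each Db + Ato10 library. Krt5 had 5, 1 and 5 counts in Db replicates 1 to 3 and 1127, 589 and 149 in Db + Ato10 replicates 1 to 3, and Krt14 was at least 68-fold higher. The summed uroplakins rose by a log2 ratio of 0.72 against 7.08 for Krt5, which argues against healthy urothelium as the source. That rise came from Db + Ato10 replicate 1 alone (17.2 CPM). Db + Ato10 replicate 2 (6.41 CPM) lay within the Db range of 3.64 to 6.70 CPM, and Db + Ato10 replicate 3 (3.23 CPM) lay below it. Of 9 genes of a skin list, 1 reached 10 counts in at least 3 libraries, and their summed CPM was 2.83 to 5.13 in the Db + Ato10 group and 4.53 to 7.35 in the Db group, which argues against skin. A change of epithelial cells within the injured kidney was not tested and remains open. Reg3g, chosen in the same way, had 0 counts in each Db library and 685, 546 and 135 in the Db + Ato10 libraries, at least 125-fold higher.

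Db replicate 1 had 2 counts over 4 Y-linked genes, while the paper states that only male mice were used. The X homologues of these genes were higher in it than in every other library (4 of 4 genes, median log2 ratio 0.87), which is consistent with the kidney of a female mouse. A second list of X genes that escape inactivation had a median ratio of 0.066, with 1 of 4 genes above every other library, and leaves this open. Of 10 sex-biased kidney genes, 3 lay beyond both other Db libraries in the female direction, where 3.33 would by chance, and 1 in the male direction. Kap, a male-biased gene, was highest in Db replicate 1 (2364 CPM), which speaks against a female mouse. The X homologues summed to 310 CPM more in Db replicate 1 than in the highest other library, while the Y-linked genes reached at most 143 CPM in any library, which argues against reads of Y-linked genes having been assigned to the homologues. An exchanged sample label remains open, since the lowest rank correlation of Db replicate 1 with another Db library was 0.980. Without Db replicate 1 the DEGs were 0 with edgeR (1043 genes at an unadjusted p-value under 0.05).

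The lower fatty acid oxidation list may follow the loss of proximal tubule markers, whose median log2 fold change was -0.77 (-0.33 without Db + Ato10 replicate 1 and -1.39 without Db + Ato10 replicate 3). Over the 6 libraries the medians of both lists, which share 0 genes, had a Pearson r of 0.916 (exact permutation test, p = 0.0361) and a Spearman rho of 0.543 (exact permutation test, p = 0.297). Without the 2 libraries farthest from the median r was -0.533, so the relation rests on those libraries and stays open. The libraries of both groups were pooled, and 3 per group are too few to test the relation within a group. This was 1 relation, and no other was computed between lists.

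Statins lower cholesterol synthesis, which might raise SREBP-2 targets, but the median of these targets was -0.11, with members going both ways (10 higher, 15 lower), so the test stays open. The erythroid list and the Reactome set of bile acid and bile salt metabolism were lower by -1.39 and -0.39 (adjusted p = 0.00608 and 0.0247 from limma's camera test). The bile acid set lost its call without Db replicate 1 (-0.40), Db replicate 3 (-0.29) or Db + Ato10 replicate 1 (-0.083), and was -0.75 without Db + Ato10 replicate 3.

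Single genes chosen after their values were seen were Plin2, a lipid droplet gene, and Nnt. Plin2 had 118 ± 35.7 CPM (SD, n = 3) in the Db group and 402 ± 161 CPM (SD, n = 3) in the Db + Ato10 group, a log2 fold change of 1.77 (standard error 0.37, Benjamini-Hochberg adjusted p = 0.239 from edgeR and 0.000823 from DESeq2). Nnt had 307 ± 29.0 CPM in the Db group and 130 ± 13.8 CPM in the Db + Ato10 group, a log2 fold change of -1.24 (Benjamini-Hochberg adjusted p = 0.239 from edgeR and 1.67e-10 from DESeq2).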
